# Murine trophoblast-derived and pregnancy-associated exosome-enriched extracellular vesicle microRNAs: Implications for placenta driven effects on maternal physiology

**DOI:** 10.1371/journal.pone.0210675

**Published:** 2019-02-07

**Authors:** Adrianne L. Stefanski, Nadine Martinez, Lisa K. Peterson, Tiffany J. Callahan, Eric Treacy, Marisa Luck, Samantha F. Friend, Amy Hermesch, Emin Maltepe, Tzu Phang, Leonard L. Dragone, Virginia D. Winn

## Abstract

The role of extracellular vesicles (EVs), specifically exosomes, in intercellular communication likely plays a key role in placental orchestration of pregnancy and maternal immune sensing of the fetus. While murine models are powerful tools to study pregnancy and maternal-fetal immune interactions, in contrast to human placental exosomes, the content of murine placental and pregnancy exosomes remains largely understudied. Using a recently developed *in vitro* culture technique, murine trophoblast stem cells derived from B6 mice were differentiated into syncytial-like cells. EVs from the conditioned media, as well as from pregnant and non-pregnant sera, were enriched for exosomes. The RNA composition of these murine trophoblast-derived and pregnancy-associated exosome-enriched-EVs (ExoE-EVs) was determined using RNA-sequencing analysis and expression levels confirmed by qRT-PCR. Differentially abundant miRNAs were detected in syncytial differentiated ExoE-EVs, particularly from the X chromosome cluster (mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, mmu-miR-542-3p, and mmu-miR-450a-5p). These were confirmed to be increased in pregnant mouse sera ExoE-EVs by qRT-PCR analysis. Interestingly, fifteen miRNAs were only present within the pregnancy-derived ExoE-EVs compared to non-pregnant controls. Mmu-miR-292-3p and mmu-miR-183-5p were noted to be some of the most abundant miRNAs in syncytial ExoE-EVs and were also present at higher levels in pregnant versus non-pregnant sera ExoE-EVs. The bioinformatics tool, MultiMir, was employed to query publicly available databases of predicted miRNA-target interactions. This analysis reveals that the X-chromosome miRNAs are predicted to target ubiquitin-mediated proteolysis and intracellular signaling pathways. Knowing the cargo of placental and pregnancy-specific ExoE-EVs as well as the predicted biological targets informs studies using murine models to examine not only maternal-fetal immune interactions but also the physiologic consequences of placental-maternal communication.

## Introduction

Appreciation of intercellular communication has shifted dramatically since the identification and demonstrated role of extracellular vesicles (EVs). EVs are released from cells, carrying protein and nucleic acids that then impact function(s) of distant cells and tissues. The human placenta, a major regulator of maternal physiology during pregnancy, is a prime example of this type of cellular communication. The outer syncytiotrophoblast layer of the chorionic villi of human placentas is bathed in maternal blood and releases a wide range of EVs including exosomes, microvesicles, apoptotic bodies and large cellular fragments including syncytial nuclear aggregates [1]. Pregnancy causes a 50-fold increase in circulating exosomes, and placenta-derived exosomes are known to be present in maternal blood [2, 3]. In general, exosomes are thought to be anti-inflammatory or tolerogenic upon uptake into recipient cells [2]. Therefore, placental exosomes may play an important role in maternal-fetal tolerance.

Exosomes contain distinct repertoires of proteins, lipids, and RNAs originating from the host cell. Placental EVs carry a wide range of proteins with known or predicted functional effects on target cells including the pro-apoptotic protein members of the tumor necrosis factor (TNF) family, FAS ligand and TNF-related apoptosis inducing ligand (TRAIL) [4–6]. Human placental exosomes are known to express regulatory molecules including programmed death-ligand 1 (PDL-1) and the cytokine transforming growth factor β (TGF- β) [7]. These proteins are capable of altering immunological responses in target cells [7]. However, less is known about the potential for the RNA-mediated functional alterations in target cells.

Exosomes can transfer RNA to target cells where messenger RNA (mRNA) can be translated into protein and microRNAs (miRNAs) can alter recipient cell gene expression [8]. The abundance of miRNAs within exosomes appears to be non-random, with preferential enrichment for subsets of the miRNAs present in the cell from which the exosome was derived [9]. Sorting of miRNA into exosomes may be a highly regulated process, which has not been fully characterized. Classification of miRNAs expressed in human placentas reveal human-specific clusters [10]. The content of human placental-derived exosome miRNAs have also been reported [7]. Less is known about the miRNA composition in the murine placenta. Recently, global sequencing identified miRNAs in placental tissue, some of which were highly expressed, including two X chromosome cluster miRNAs: mmu-mir-322 and mmu-mir-503 [11]. However, the miRNA content of murine placental extracellular vesicles and particularly exosomes has not previously been reported.

Mice are often used to model normal and pathologic pregnancy, including studies investigating the biological mechanisms responsible for maternal-fetal tolerance in normal pregnancy and systemic alterations in disease. Determining the RNA cargo of placental exosomes is an important first step in understanding their role in pregnancy. We postulate RNAs that are enriched in or unique to pregnancy sera exosomes, and also present in trophoblast-derived exosomes, will reflect placenta-derived RNAs. Therefore, this study sought to characterize the exosomal RNA composition of both *in vitro*-derived murine trophoblastic exosomes and pregnancy-associated exosomes. A recently described *in vitro* model of mouse trophoblast syncytial differentiation from undifferentiated trophoblast stem cells (TSC) was used to generate both stem cell and syncytial derived trophoblast (SynT) EVs [12]. To gain extensive and detailed knowledge about the RNA cargo, next-generation RNA sequencing (RNA Seq) was used. Given the known role of miRNAs of altering recipient cell gene expression, this investigation focused on the miRNA content. Further, analysis of predicted targets of the miRNAs using MultiMir R package was performed. Determining the potential targets of miRNAs contained within trophoblast-derived and pregnancy-specific exosome enriched extracellular vesicles (ExoE-EVs) will inform studies examining the functional alterations anticipated upon placental exosome acquisition by maternal cells.

## Materials and methods

### Cell culture

Murine TSCs derived from C57BL/6 mice were maintained on CellStart-CTS coated plastic plates in RPMI-1640 with L-glutamine (Hyclone SH30027) supplemented with 1% penicillin/streptomycin (Hyclone SV30010), 1% sodium pyruvate (Gibco 11360), 85.8 μM β-mercaptoethanol (Bio-Rad 161–0710), 1 μg/ml heparin (Sigma H3149), 25 ng/ml fibroblast growth factor 4 (FGF4) (Sigma F8424) to maintain stemness. TSCs cultured on plastic in the absence of FGF4 or heparin at normal oxygen tension (O_2_, 21%) result in fused, multinuclear syncytial-like cultures (SynT) [12]. Cell differentiation was monitored by morphology and the down regulation of stem markers CDX2, EOMES, and ELF5 (S1 Fig). The culture media was supplemented with 20% exosome-free fetal bovine serum (System Biosciences EXO-FBS) for RNA sequencing samples or with 20% fetal bovine serum (Hyclone SH30071) depleted of exosomes by ultracentrifugation at 100,000 x g for 16 hours for the immunoblot and qRT-PCR samples.

### Mice

C57BL/6.J (B6) mice (JAX stock #000664) were purchased or bred and housed in a pathogen-free animal care facility at National Jewish Health (NJH) in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments at NJH. Mice were given ad lib access to food and water. All cages contained bedding and were on 12 hour light-day cycles. At 6–8 weeks of age, B6 mice were pairbred overnight. The presence of a vaginal plug marked gestational day (GD) 0.5. Pregnant female mice were sacrificed on GD 14.5. Age-matched, non-pregnant females (NP) were sacrificed in conjunction with each pregnant female. At time of sacrifice (by carbon dioxide asphyxiation followed by bilateral pneumothorax), blood was collected via cardiac puncture. Serum was prepared from the whole blood using venous blood collection serum separator tubes (BD Vacutainer #367986) per manufacturer’s instructions. Serum was stored at -80°C.

### Isolation of exosome-enriched extracellular vesicles

Conditioned media (CM) was collected from independent TSC (n = 3–5) and SynT (n = 3–5) cultures. Cellular debris was removed by sterile filtering (0.22 μm, Millipore) as described in the alternate filtration protocol by Théry *et al* [13]. ExoE-EVs were isolated from the filtered-CM (10 ml) using ExoQuick-TC (System Biosciences) per manufacturer’s instructions. ExoE-EVs were isolated from NP (n = 11) and GD 14.5 (n = 11) serum (250–500 μl) using ExoQuick (System Biosciences) per manufacturer’s instructions.

### Electron microscopy

ExoE-EVs (10uL) were deposited on Formvar carbon coated, glow-discharged grids using a Denton Desk III TSC Sputter Coater (Electron Microscopy Sciences, Cat. No. FF300-Cu). After 20 minutes of adsorption, grids were fixed with 4% PFA in NaCac for 10 minutes. Grids were then quenched with 50 mM of Glycine in PBS for five minutes then washed with PBS x 3 in 50 uL for 5 minutes each wash. The grids were incubated in blocking media containing 1% BSA in PBS for 20 minutes. After washing with PBS as indicated above, EVs were exposed to either anti-CD63 (LifeTechnologies, Cat. No. 10628D) or anti-Tsg101 (Santa Cruz, sc-7964) for 45 minutes followed by incubation with Protein A– 10nm Gold Conjugate for 40 minutes at room temperature (Cytodiagnostics, DKU: AC-10-05). Grids were fixed in 1% Glutaraldehyde and 2% PFA in NaCac. The grids were then stained with 4% uranylacetate in 0.15M Oxalic Acid, pH 7, embedded with 2% methylcellulose in 4% uranylacetate, and imaged in a JEOL, JEM1400 is a 120kV Transmission Electron Microscope with a LaB6 emitter and imaged using a Gatan Orius 10.7 megapixel CCD camera. Images were taken at either 25,000X or 40,000X.

### Nano tracking analysis (NTA)

The concentration and size distribution profiles of ExoE-EV were evaluated using a NanoSight NS300 instrument (Malvern, Worcestershire, UK) following manufacturer’s instructions. Videos were recorded at camera level 14. The following post acquisition settings were selected: minimum detection threshold of 3, automatic blur, and automatic minimum expected particle size. Samples were diluted 1:10–1:1000 in PBS and loaded using a syringe pump. For each sample, three 30-second videos were recorded and analyzed in the batch-processing mode using Nano Tracking Analysis (NTA) software.

### Immunoblotting

Whole cell lysates (WCL) and ExoE-EV lysates (EXO) from TSC and SynT cultures were prepared in lysis buffer containing: 25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, and 0.1% sodium dodecyl sulfate. Both WCL (n = 3) and EXO lysates (n = 3) were sonicated and protein concentration was determined by DC protein assay (Bio-Rad 5000112). 20 μg of each lysate were loaded into a 10% Bio-Rad Criterion gel for sodium dodecyl sulfate-polyacrylamide gel electrophoresis. Protein was transferred to polyvinylidene difluoride membrane (0.2 μm, Bio-Rad 1620177) and blocked in 5% blotting-grade milk (Bio-Rad 1706404) in Tris-buffered saline containing 0.05% Tween 20 (TBS-T). Membranes were incubated with primary anti-CD63 antibody (1:1000, System Biosciences) or Tsg101 (1:250, Santa Cruz Biotechnology, Inc.) in blocking buffer overnight at 4°C. Membranes were washed 3 times in TBS-T and probed with species appropriate secondary antibody (1:100,000, Sigma). Following a final wash in TBS, immunoreactivity was visualized using Western-Lightning chemiluminescent substrate (Perkin-Elmer NEL103E001) per manufacturer’s instructions and exposed to Ultra Blue X-Ray film (Light Labs X-3001).

Sera and ExoE-EVs from pregnant and non-pregnant mice were prepared in 20uL M-PER Mammalian Proteins Extraction Reagent (Thermo Scientific # 78503). Samples were incubated at room temperature for 5 minutes to allow for complete lysis. The lysate was centrifuged at 14,000x g for 10 minutes to remove cell debris. The protein concentration was determined using NanoDrop A280 (NanoDrop 2000, Thermo Scientific). Thirty micrograms of sera and exosome sera lysates were loaded onto a NuPAGE 10% Bis-Tris Protein Gel, 1.5 mm, 10-well (Invitrogen, NP0315BOX). The gel ran for 1 hour at 200V with 1XNuPAGE MOPS SDS running buffer (Invitrogen, NP0001). The proteins from the gel were then transferred onto a polyvinylidene difluoride membrane (Bio-Rad, 162–0177) using chilled 1X NuPage Transfer buffer (Invitrogen, NP0006-1). The membrane was then blocked with 5% blotting-grade nonfat dry milk (Bio-Rad, 1706404EDU) in Tris-buffered saline containing 0.05% Tween-20 (TBS-T) at room temperature for 1 hour with shaking. The membranes were incubated with either primary antibody CD63 (1:250, System Biosciences EXOAB-CD63A-1) Tsg101 (C-2) (1:250, Santa Cruz Biotechnology, Inc. sc-7964) or GRP94 (1:200, Santa Cruz Biotechnology, Inc.). Membranes were washed 4 times in TBS-T (5 minutes per wash with shaking) then incubated with the appropriate secondary antibody: goat anti-rabbit HRP (1:10,000, System Biosciences EXOAB-CD63-1) or anti-mouse IgG HRP (1:10:000, GE Healthcare, NA931V). Membranes were washed with TBS-T as mentioned above and immunoreactivity was visualized using SuperSignal West Femto (Thermo Scientific, 34095) and imaged in an Odyssey FC imager controlled by Image studio software (LI-COR Biosciences, NE, USA).

### RNA extraction, RNA-Seq library construction and sequencing

RNA was purified from ExoE-EV using SeraMir RNA kits (System Biosciences) as previously detailed [7, 14]. RNA-Seq libraries were constructed using modified Illumina adapter methods using the XMIR exosome RNA-Seq Sample Preparation Kit (System Biosciences) and indexed with separate bar codes for multiplex sequencing on an Illumina MiSeq v3 instrument using a 2 x 75 bp paired end run setting. System Biosciences performed all steps of NGS preparation and sequencing.

### Next generation RNA sequence data analyses

The ExoE-EV RNA-Seq data analysis was performed by Maverix Biomics custom exosome RNA-Seq analysis pipeline. Data quality check of the input sequence was first performed using FastQC, an open-source quality control (QC) tool for high-throughput sequence data [15]. Bowtie2 was then used to map the spike-in DNA before the trimming and filtering steps where RNA-Seq reads were preprocessed to improve the quality of data input for read mapping [16]. The open-source tools used for trimming of adapters included FastqMcf, part of the ea-utils package [17], and cutadapt [18], with PRINSEQ [19] used in the quality filtering step. Once the data preprocessing step detected and removed N’s at the ends of reads, trimmed sequencing adapters, and filtered reads for quality and length, FastQC was then re-run to analyze the trimmed reads, allowing a before and after comparison. The sequence reads were merged using SeqPrep [20] then mapped to the reference genome using Bowtie [21], followed by generation of a mapping rate summary. Using the open-source software BEDTools [22] and SAMtools [23], read alignment and read coverage tracks were generated and deployed to the customized UCSC genome browser [24]. Quantitation and alignment to miRbase [25], a built-in UCSC genome browser tool, increases the likelihood that only reads aligned to mature miRNAs, rather than transcript precursors or non-miRNA loci, were counted during abundance determination [26]. The final steps of the analysis were abundance determination and Abundance levels for ncRNAs (miRNAs, tRNAs, rRNAs, lincRNAs, piRNAs, and snoRNAs), antisense transcripts, coding genes and repeat elements (LTR, LINE, SINE, and tandem repeats) were determined, then a summary of reads overlapping each of these annotations in the reference genome was created using SAMtools and provided for visualization in pie charts using R, a software environment for statistical computing and graphics [27] Finally, differences in expression of ncRNA were calculated and differential expression analysis was performed using DEseq [28]; adjusted P-values were calculated using Benjamini-Hochberg procedure [28]. The authors deposited the data in the NCBI’s Gene Expression Omnibus database. (*Accession number to be provided once manuscript accepted*.)

### Quantitative RT-PCR analysis

RNA was purified from the ExoE-EV using SeraMir RNA kits (System Biosciences), as described above from independent cultures of TSC (n = 5) and SynT (n = 5) cells. Briefly, 100 ng of purified RNA from each sample was poly-adenylated, and cDNA was synthesized according to the QuantimiR protocol (System Biosciences). NP (n = 8) and GD 14.5 (n = 8) RNA was isolated as described above. Purified RNA from each serum sample was reverse-transcribed into cDNA. Relative miRNA abundance was determined with Maxima SYBR Green detection (Fermentas, Inc.) using Universal reverse primer and a forward primer designed for miRNAs of interest (S1 Table) and an HT 7900 sequence detection system (Applied Biosystems). Samples were run in triplicate. Mmu-miR-744-5p expression was used as an internal reference as its expression did not change across groups (TSC/SynT and NP/GD 14.5) as determined by both RNA-Seq and qRT-PCR. 

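Mmu-miR-744-5p lies in an intron of Map2k4, on the same strand, at chromosome 11 of GRCm38 from 65734799 to 65734820. In TSC its 3 libraries held 255, 236 and 211 reads and in SynT 375, 414 and 383 reads. With the authors' size factors the log2 fold change of SynT over TSC was -0.16 (standard error 0.43, adjusted p = 0.749, limma-voom), and the normalized reads of the groups overlapped. In sera it had 46, 55 and 60 reads in NP and 52, 41 and 28 reads in GD 14.5, with a log2 fold change of 0.05 (standard error 0.76, adjusted p = 0.995). With TMM factors over the miRNAs, the same reads gave a log2 fold change of 0.97 between TSC and SynT (adjusted p = 0.0175).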

The relative miRNA abundance was calculated with the delta-delta CT method [29, 30]. Statistical analysis and graphs of qRT-PCR data was performed using GraphPad Prism 5. Nonparametric Mann-Whitney U tests were performed between groups (TSC v. SynT; NP v. GD 14.5) with a significance level set at p<0.05.

### MicroRNA target prediction and functional annotation using multiMiR and KEGG

Predicted miRNA-target interactions were determined by utilizing the multiMiR R package to simultaneously query eight publicly available databases: DIANA-microT-CDS, EIMMo, MicroCosm, miRanda, miRDB, PicTar, PITA, and TargetScan [31, 32]. MultiMiR queries were performed on April 20, 2015 and run with the default settings, with the modification of ‘predicted’ targets instead of the program default ‘validated’. The resultant data was filtered using R by first selecting all unique Ensembl IDs returned as predicted targets of selected miRNAs of interest. For each miRNA, the number of databases (0–8) predicting an interaction with a given target was counted. Targets with three or greater of the eight databases predicting the interaction were assigned the value “1” while those with two or fewer were assigned the value “0”. All predicted targets with at least one miRNA with a highly-predicted miRNA-target interaction (predicted by three or more databases) were imported into the Functional Annotation feature of the DAVID Bioinformatics Resource 6.7 to query Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways [33–35]. The list of predicted targets was uploaded as a gene list with Ensembl gene ID as the identifier and mus musculus selected as both the species and background. No additional parameters were provided.

## Results

### Characterization of trophoblast-derived and pregnancy-associated ExoE-EVs

To characterize the EVs isolated using ExoQuick, samples were examined by nano tracking analysis (NTA), electron microscopy (EM), and immunoblot analysis (Fig 1). ExoQuick was chosen over ultracentrifugation and gradient methods given the limited starting material of sera that can be collected from pregnant mice. The majority of isolated EVs are between 50–150 nm with median and modes of representative preparations shown in Fig 1A. All four groups had an enrichment of exosomes (50–150 nm) ranging from 80–95% of the EVs isolated [36]. ImmunoEM was performed on ExoE-EVs derived from mouse serum showing morphology and size consistent with previously reported studies [36, 37] (Fig 1B). The exosomal markers, CD63 and Tsg 101, are detected in ExoQuick EV material and compared to whole cell lysate (WCL) or neat sera, respectively (Fig 1C). Based on the criteria of size, morphology, and protein markers, the EV material used for these analyses are composed predominately of exosomes and hence are referred to as ExoE-EVs.

**Fig 1:**
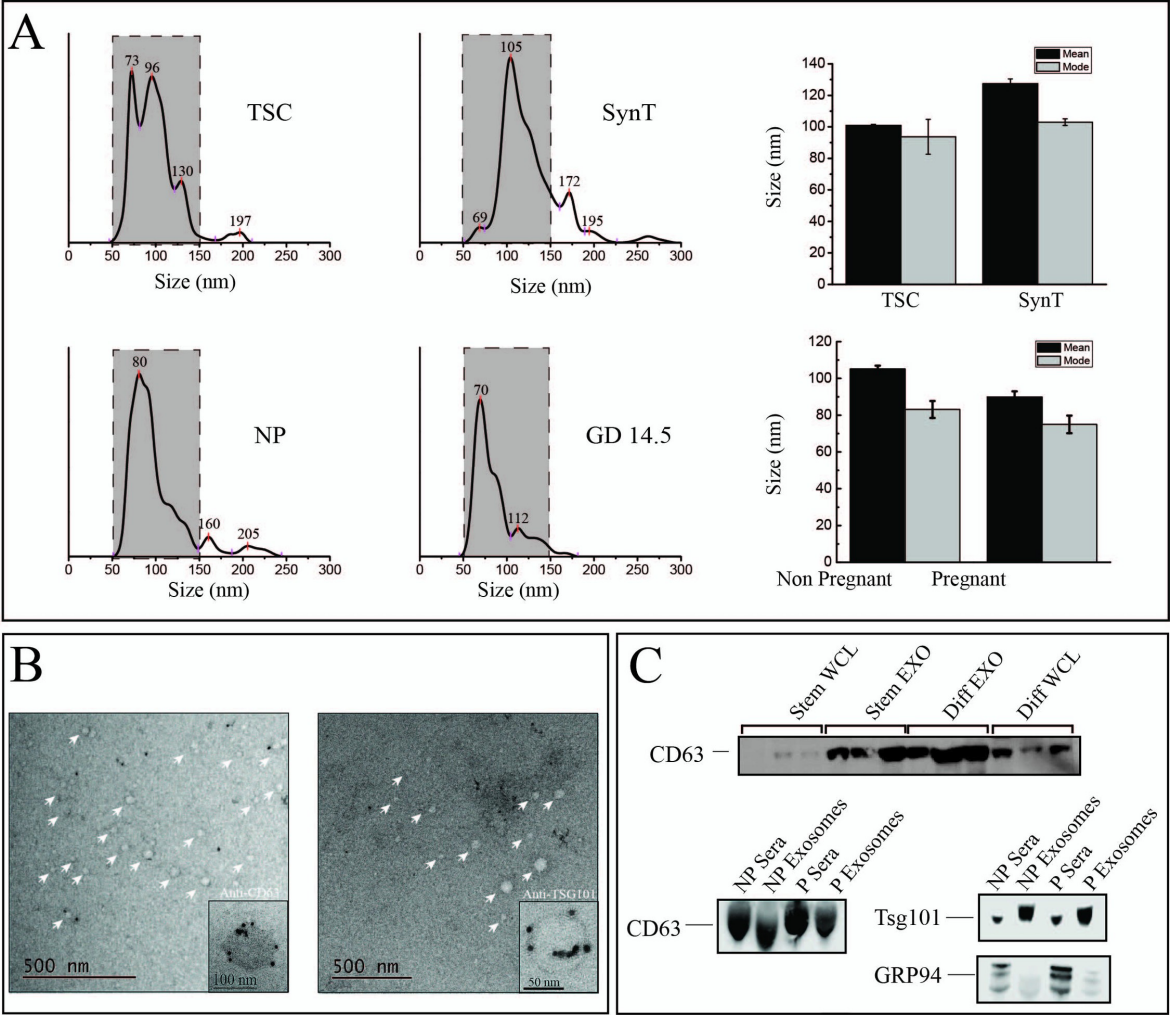
Characterization of ExoE-EVs. (A) NTA analysis of ExoQuick isolated exosome enriched extracellular vesicles (ExoE-EVs) from conditioned media of trophoblast stem cells (TSC) and syncytial cells (SynT) and murine sera of non-pregnant (NP) and pregnant mice at gestational day 14.5 (GD 14.5). Dashed gray boxes represent enrichment of exosomes in the 50-150nm range; TSC (94.9%), SynT (80.5%), NP (92.8%) and GD 14.5 (81.3%). The mean and mode of each population is also provided. (B) Representative immunoelectron micrographs of serum ExoE-EV for the exosome markers CD63 and TSG101. (C) Representative immunoblot of whole cell (WCL), exosomal (ExoE-EV) protein lysates from TSC and SynT *in vitro* cultures (n = 3, group) and from NP and P (GD14.5) sera and ExoE-EV.

#### RNA sequencing, abundance, and differential abundance

RNA-Seq was performed to generate a preliminary, unbiased description of the total RNA composition (TSC, SynT, NP, and GD 14.5, n = 3 biological replicates per group) of trophoblast and pregnancy ExoE-EVs. This schema allowed for the identification of all RNAs contained within each group, as well as comparison of the differential abundance of RNAs between groups (TSC vs. SynT and NP vs. GD 14.5).

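RNA was sequenced from ExoE-EVs of 12 samples in 4 groups of 3. TSC were mouse trophoblast stem cells kept in the stem state with 25 ng/ml FGF4 and 1 µg/ml heparin, and SynT were the same cells after 7 days without both factors. Their ExoE-EVs came from 10 ml of conditioned medium, and the other groups were sera of NP mice and of mice at gestational day 14.5. The authors trimmed and mapped the reads, counted them per annotated feature and divided the counts by a size factor per library. The deposited values are the mean of these normalized reads over the 3 libraries of a group, with no value per library. Each group mean is a sum of whole reads weighted by 3 fixed steps, 1 per library, and the whole reads of each library were recovered from these steps. This resolved 16208 of 16240 distinct values in TSC, 23533 of 23568 in SynT, 7903 of 7959 in NP and 5984 of 6037 in GD 14.5, with no value that had more than 1 solution. The values left open were the highest ones, 6, 5, 4 and 1 mature miRNAs in the 4 groups, which held 65.0%, 53.5%, 48.8% and 14.0% of the summed mature means. Recovered libraries carry no replicate letter and are named by their size factor, which was 3.05, 1.46 and 1.30 in TSC, 3.87, 3.17 and 3.07 in SynT, 0.971, 0.373 and 0.302 in NP, and 0.538, 0.361 and 0.233 in GD 14.5. In this order the resolved mature miRNA reads, which are a part of each library, were 81104, 120058 and 70701 in TSC, 79230, 104056 and 110104 in SynT, 64341, 37683 and 71076 in NP, and 33494, 46929 and 24762 in GD 14.5. Recovered reads were tested with limma-voom, with the authors' size factors as the scale and Benjamini-Hochberg adjustment, for miRNAs with at least 10 reads at the median depth in 3 libraries and 15 reads in all. This test and its scale were chosen after the data were examined, and the scale sets the share of rises and falls between TSC and SynT.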

Quality, trimming, and read mapping of sequenced RNAs are summarized and presented in S1 Table. The abundance of each type of RNA was determined following mapping. 

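In ExoE-EVs of the trophoblast cultures, transcripts antisense to RefSeq genes took 23.8% of the summed authors' means in TSC and 30.7% in SynT. LTR elements, the remains of endogenous retroviruses, took 11.7% in TSC and 24.0% in SynT, while LINE elements took 10.3% and 10.1%. Structured RNAs of the Rfam families, which include rRNA and the Y RNAs, took 16.0% and 14.4%. Mature miRNAs took 9.86% in TSC and 4.08% in SynT, and tRNAs 5.69% and 2.75%. The most abundant Y RNA copy, on chromosome 6, had authors' means of 61859 in TSC and 27950 in SynT. A share is a sum over annotated rows, so a read that maps to several copies enters it several times, and no error could be given because the highest rows were not resolved per library. The classes summed here and for sera hold no sense RefSeq introns or exons. The paper names RefSeq introns among its prominent species, so these shares have another denominator.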

For the ExoE-EVs from the trophoblast cell lines, the prominent RNA species were antisense to repeat elements, rRNA, RefSeq introns, antisense to introns, and miRNAs (Fig 2A). RNA categories with the highest abundance in the murine sera were tRNA, rRNA, antisense to introns, antisense to repeat elements, RefSeq introns and miRNA (Fig 2B). 

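Transfer RNAs dominated the serum ExoE-EVs, with 63.1% of the summed authors' means in NP and 61.4% in GD 14.5. The largest tRNA-GlyGCC copy had authors' means of 305391 in NP and 269612 in GD 14.5. For tRNA-GluCTC the largest copy was at 260706 in NP and 270658 in GD 14.5, and for tRNA-HisGTG at 21705 and 74025. The annotated 45S rRNA precursor Rn45s was at 326867 in NP and 448303 in GD 14.5. The small subunit rRNA within its span was at 326446 and 448012, so nearly all of this signal lay there. Transcripts antisense to RefSeq genes took 13.1% in NP and 13.0% in GD 14.5, and mature miRNAs took 2.61% and 1.49%. Reads shared by tRNA copies are counted once per copy, and without tRNA and rRNA the miRNA share was 8.77% in NP and 5.17% in GD 14.5.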

Due to the increasing body of evidence demonstrating gene expression altering and/or immunomodulatory potential of miRNAs on target cells, miRNAs were the focus for the remainder of the analysis in this report. 

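Between TSC and SynT ExoE-EVs, 125 of 287 mature miRNA loci changed at an adjusted p under 0.05 from limma-voom, 17 upward and 108 downward; with a library left out the count ran from 66 to 178. The miRNAs that rose were mostly of a few loci. Of 11 tested loci of the X chromosome mir-322 cluster, 9 rose and none fell, and 11 rose when adjusted over the list alone. All 3 tested members of the mir-378 family rose, with log2 fold changes of 2.05 for mmu-miR-378b, 2.07 for mmu-miR-378c and 2.09 for mmu-miR-378d, whose near-identical sequences may share reads. Mmu-miR-6538, with 0, 1 and 0 reads in TSC, had 67, 23 and 25 reads in SynT. Of the mir-290 to mir-295 cluster, which is typical of pluripotent and early embryonic cells, 9 of 10 tested loci fell, 10 when adjusted over the list alone, among them mmu-miR-294-3p (489, 9809 and 2918 reads in TSC and 115, 277 and 321 in SynT). Mmu-miR-335-3p and mmu-miR-335-5p, from an intron of the imprinted gene Mest, fell by 6.44 and 5.61 on the log2 scale, and mmu-miR-34b-5p, known as a p53-responsive miRNA, fell by 5.53. Both the mir-322 cluster (adjusted p = 5.8e-16) and the mir-378 family (0.000534) passed camera with a preset correlation of 0.01 upward, and the mir-290 to mir-295 cluster passed it downward (0.0138). With an estimated correlation none of the 3 passed, at adjusted p = 0.235, 0.235 and 0.900. The split of the calls depended on the scale: TMM factors over the miRNAs called 108 loci, 66 upward and 42 downward, of which 59 were also called with the authors' size factors, and moved the median log2 fold change by 1.11. On that scale 11 loci of the mir-322 cluster and 3 of the mir-378 family rose, and 7 of the mir-290 to mir-295 cluster fell.

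**Figure D1:**
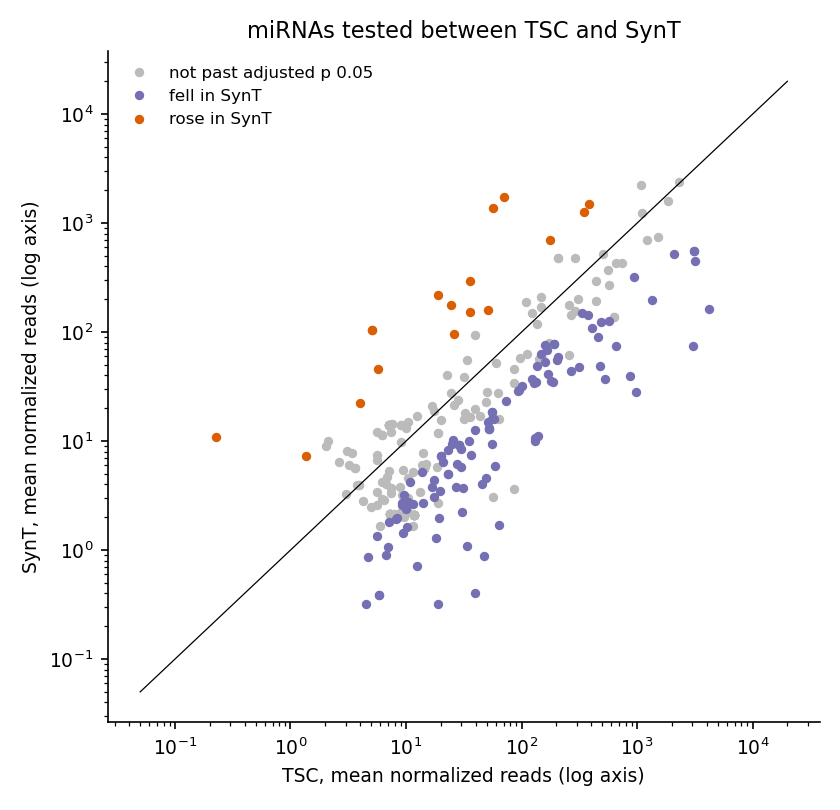
Mean normalized reads of the 287 miRNA loci tested, TSC on the x axis and SynT on the y axis, both logarithmic, with the line of equality; orange points rose and violet points fell at an adjusted p under 0.05 from limma-voom with the authors' size factors. The 17 risen loci lie above the line and the 108 fallen loci below it, and with TMM factors over the miRNAs 66 loci rose and 42 fell.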

First, the differentially abundant miRNAs between TSC and SynT samples were determined and the miRNAs with the greatest fold change are shown in Table 1. Of these, four miRNAs reached statistical significance with mmu-miR-322-3p and mmu-miR-450a-5p having increased abundance with syncytial differentiation, whereas mmu-miR-5099 and mmu-miR-1198-5p were decreased with TSC to SynT differentiation (p<0.05, n = 5). In addition to those altered with differentiation, we were also interested in those expressed at the highest level in the SynT trophoblast ExoE-EVs as these would likely represent the most abundant placental exosomes released into the maternal circulation. 

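Mmu-miR-1198-5p, from an intron of Gripap1 at chromosome X of GRCm38 from 7807142 to 7807163, had 64, 77 and 37 reads in the TSC libraries and 5, 1 and 5 in SynT, a log2 fold change of -4.91 (standard error 0.71, adjusted p = 0.00122, limma-voom). Every SynT library lay below every TSC library, which 3 against 3 libraries give by an exact two-sided test at no less than p = 0.1. Of the 24 miRNAs of Table 1, 17 had enough reads for a test, and 8 rose and 8 fell. Mmu-miR-1981-5p rose by a log2 fold change of 3.71 (standard error 0.59, adjusted p = 0.00212), and mmu-miR-351-3p by 3.09 (standard error 0.51, adjusted p = 0.00252). In the authors' deposited table, 4 mature miRNAs at 5 loci have an adjusted p under 0.05 for this comparison. From the authors' p-values the paper states that mmu-miR-322-3p and mmu-miR-450a-5p increased and mmu-miR-5099 and mmu-miR-1198-5p decreased with differentiation.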

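The most abundant mature miRNA of SynT ExoE-EVs was mmu-miR-122-5p, a miRNA typical of liver, with an authors' mean of 12868 normalized reads, against 39229 in TSC. By the paper's methods the culture medium held exosome-free fetal bovine serum. Medium without cells was not sequenced, so reads that came from the medium cannot be told apart here. Mmu-miR-378a-3p had rank 2, at 11117 in SynT and 2202 in TSC. Mmu-miR-292-5p, of the mir-290 to mir-295 cluster, had rank 4 at 4548 in SynT and rank 1 at 42022 in TSC. Mmu-miR-183-5p had rank 6 at 2362, and mmu-miR-503-5p, which ranked 82 in TSC, had rank 10 at 1736. The 3 highest loci held 42.0% of the summed mature means of SynT and 52.2% of those of TSC, and the 10 highest held 67.4% and 73.0%. In SynT, 659 mature miRNAs had a mean above 0. In SynT the reads of the 5 highest miRNAs were too many to be recovered per library, so their means have no error.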

Table 2 lists the most abundant SynT miRNAs. We next looked at the ExoE-EV miRNAs increased in pregnancy. The miRNAs with the largest increased fold change (> 2.15 log_2_ selected for convenience of numbers and a natural breakpoint in the data) in GD 14.5 compared to NP mice are shown in Table 3. However, there were no statistically significant differences between the two groups, likely due to the small sample size. 

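In sera, mmu-miR-183-5p and mmu-miR-182-5p, which share a cluster on chromosome 6, were higher at GD 14.5. Mmu-miR-183-5p had 16, 17 and 2 reads in the NP libraries and 131, 154 and 39 in GD 14.5, a log2 fold change of 3.81 (standard error 0.79, adjusted p = 0.000255, limma-voom). For mmu-miR-182-5p the reads were 8, 1 and 4 in NP and 37, 71 and 27 in GD 14.5, with a log2 fold change of 3.84 (adjusted p = 0.00026). Limma-voom with TMM factors over the miRNAs gave near the same changes at larger adjusted p-values. They were 3.88 (adjusted p = 0.0221) for mmu-miR-183-5p and 3.79 (adjusted p = 0.0178) for mmu-miR-182-5p. In the fit with the authors' size factors the variance was in effect pooled over all loci, which takes them as independent. Yet resolved miRNA reads per size factor were 66290, 101134 and 235521 in the NP libraries, a difference that the loci of a library share. Its adjusted p-values may therefore be too small. Summed over the cluster, normalized reads were 24.7, 48.3 and 19.9 in NP and 312, 624 and 284 in GD 14.5, 13.1-fold higher (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The mir-290 to mir-295 cluster summed to 21.6, 51.0 and 63.0 in NP and 175, 272 and 180 in GD 14.5, 4.62-fold higher with the same exact p. Most of its reads were of mmu-miR-292-5p, the only member tested: 17, 16 and 16 of 21, 19 and 19 in NP. In GD 14.5 they were 80, 82 and 32 of 94, 98 and 42. The mir-200 family went the other way, with 132, 96.6 and 421 in NP and 61.4, 88.7 and 90.2 in GD 14.5. Its exact p was the same. Of the 25 miRNAs of Table 3, 6 had enough reads for a test and 5 of these rose. The other 19 were under the minimum number of reads.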

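Of 141 mature miRNA loci tested between NP and GD 14.5 sera, 7 loci of 6 miRNAs rose and none fell at an adjusted p under 0.05 from limma-voom. At an unadjusted p under 0.05 there were 14 loci. Beside the miRNAs of the X chromosome and the mir-183 cluster, mmu-miR-133a-3p, typical of muscle, rose by a log2 fold change of 2.60 (standard error 0.83, adjusted p = 0.0435) with reads of 44, 0 and 9 in NP and 48, 13 and 33 in GD 14.5, and mmu-miR-134-5p, of the chromosome 12 cluster, by 2.54 (adjusted p = 0.0478). With TMM factors over the miRNAs neither passed (adjusted p = 0.521 and 0.143), and 4 miRNAs did. The muscle list passed camera (adjusted p = 0.0241) with 2 of 5 loci risen, both of mmu-miR-133a-3p with the same reads, but it did not pass with an estimated correlation (0.778) or with TMM factors over the miRNAs (0.0934). With 1 library left out, 0 to 8 passed, while the log2 fold change of mmu-miR-322-3p ran from 2.00 to 3.10: none was left without the NP library of size factor 0.97 or without the GD 14.5 library of size factor 0.36, and 1 was left without the GD 14.5 library of size factor 0.54 or of 0.23. None was left when all annotated features were tested in one fit.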

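In total, 145 mature miRNA loci of 107 miRNAs had reads in at least 1 GD 14.5 library and none in the 3 NP libraries. In NP alone 111 loci of 111 miRNAs had reads, so counted by miRNA GD 14.5 did not hold more at these depths. Most rested on a single read, 107 of the 145 loci in GD 14.5 and 81 of the 111 in NP. Mmu-miR-431-3p stood out with 5, 13 and 3 reads in GD 14.5 and none in NP. With NP set at a floor of 3 reads over its libraries it was 10.2-fold higher in GD 14.5, a value that takes the GD 14.5 reads as exact and is no lower limit. Mmu-miR-679-5p and mmu-miR-370-3p had 8 reads each in GD 14.5. Mmu-miR-664-3p had 4 reads, all in the GD 14.5 library of size factor 0.23, and mmu-miR-3084-5p had 2 reads in that same library. At this depth, absence from NP means fewer than about 3 reads over 3 libraries and covers counting error alone. The lowest authors' mean in Table 4 was 2.86, a level that mmu-miR-8112, named here after its value was seen and not in that table, also reached.

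**Figure D2:**
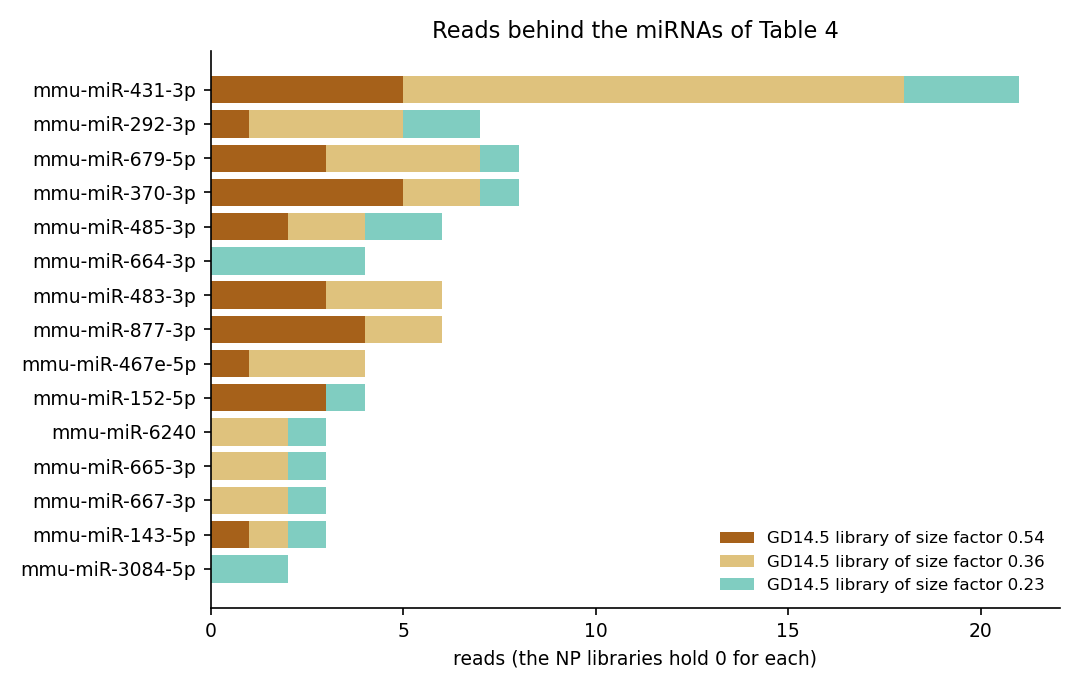
Whole reads (x axis) in each of the 3 GD 14.5 libraries, stacked, for the 15 miRNAs of Table 4; the NP libraries hold 0 reads for each. The bars run from 2 reads for mmu-miR-3084-5p to 21 for mmu-miR-431-3p.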

Interestingly, fifteen mature miRNAs were detected only in serum ExoE-EV of GD 14.5 and not in NP mice (Table 4), which would be consistent with these miRNAs being pregnancy-specific and therefore potentially originating from the placenta. Six of these miRNAs are located on chromosome 12 with two pairs of clustered (<10 kb) miRNAs: mmu-mir-431 with mmu-mir-665 and mmu-mir-679 with mmu-mir-667. 

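The 6 miRNAs lie in the Dlk1-Dio3 imprinted region, on the plus strand of chromosome 12 of GRCm38. Mir665 spans 109586314 to 109586407 and Mir431 spans 109590447 to 109590537, 4039 bp apart, and Mir431 lies opposite an exon of Rtl1. Mir679 spans 109715577 to 109715650 and Mir667 spans 109720006 to 109720097, 4355 bp apart. Mir370 lies between these pairs, 27720 bp past Mir431, and Mir485 lies 14804 bp past Mir667. Mmu-miR-485-3p had 2, 2 and 2 reads in the GD 14.5 libraries, and mmu-miR-665-3p and mmu-miR-667-3p had 0, 2 and 1. Over the whole chromosome 12 cluster the groups overlapped, with 317, 96.6 and 530 normalized reads in NP and 342, 984 and 318 in GD 14.5 (exact two-sided permutation test, p = 0.4).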

Finally, we were interested in those miRNAs that were at higher levels in sera from GD 14.5 compared to NP and that were also abundant in the trophoblast-derived ExoE-EVs. Those that met this criterion with the highest abundance were mmu-miR-322-3p, mmu-miR-292-5p,3p and mmu-miR-183-5p.

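Mmu-miR-292-5p, at chromosome 7 of GRCm38 from 3219200 to 3219221, had 17, 16 and 16 reads in NP and 80, 82 and 32 in GD 14.5, a log2 fold change of 2.31 (standard error 0.79) that did not pass the test (adjusted p = 0.06, limma-voom) but did with TMM factors over the miRNAs, at 2.20 (standard error 0.45, adjusted p = 0.0221); every GD 14.5 library lay above every NP library. In trophoblast ExoE-EVs mmu-miR-183-5p had 2647, 5702 and 2799 reads in TSC and 4310, 9399 and 9213 in SynT, with a log2 fold change of 0.13 (standard error 0.65, adjusted p = 0.866), against 1.27 (standard error 0.29, adjusted p = 0.00493) with TMM factors over the miRNAs. By authors' means mmu-miR-292-5p ranked 110 among miRNAs in NP and 64 in GD 14.5, and mmu-miR-183-5p ranked 137 and 51. Mmu-miR-322-3p ranked 131 and 68.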

**Fig 2:**
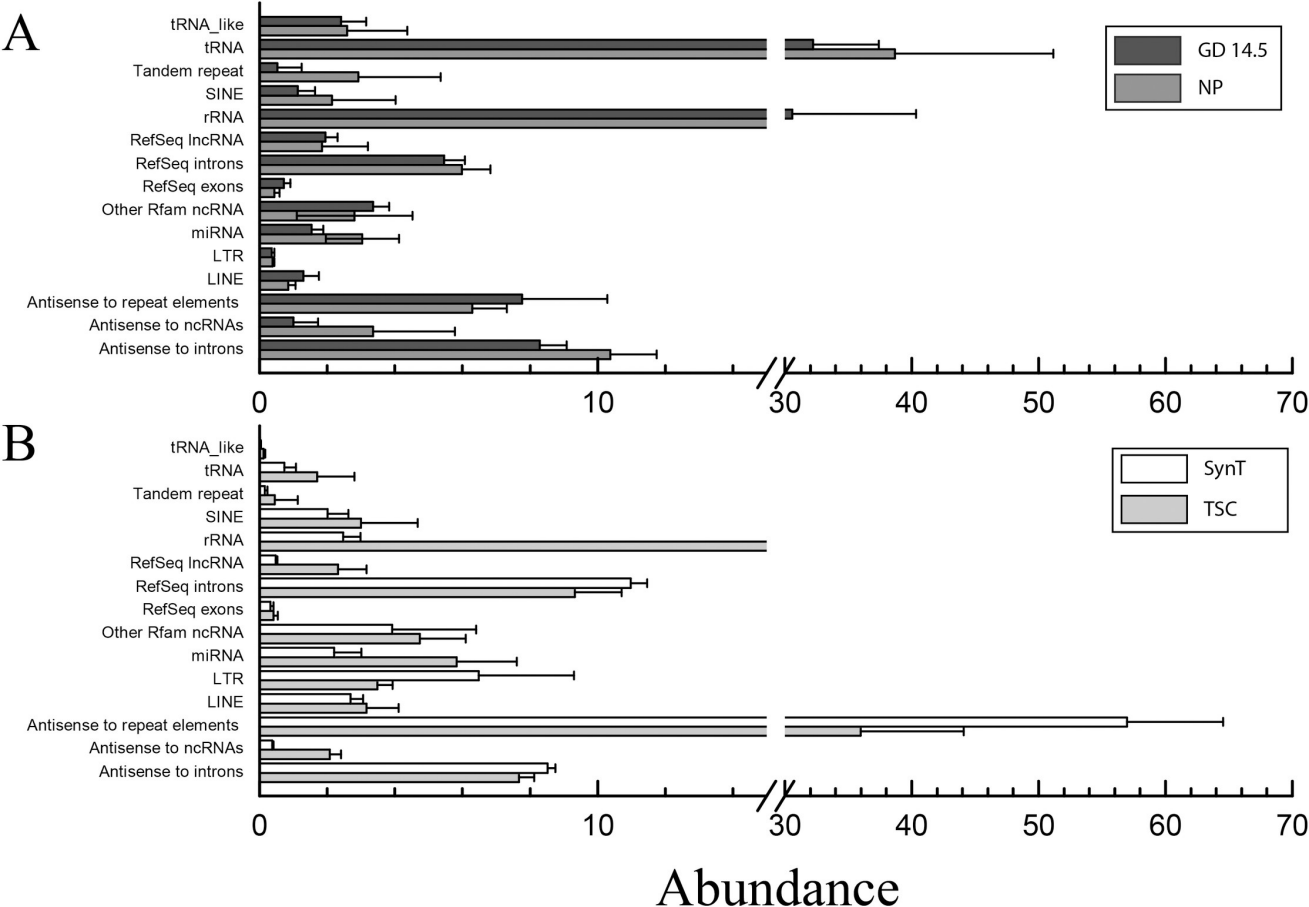
Abundance of RNA by type in murine trophoblast-derived and serum ExoE-EVs. (A) For the ExoE-EVs from the trophoblast cell lines, the prominent RNA species were antisense to repeat elements, rRNA, RefSeq introns, antisense to introns, and miRNA. (B) RNA categories in the murine sera with the highest abundance were tRNA, rRNA, antisense to introns, antisense to repeat elements, RefSeq introns, and miRNA.

**Table 1:** Differentially abundant mature microRNAs in exosomes from TSC and SynT trophoblasts.

miRNA ID	Chrom	TSC	SynT	Fold change	Adj. p-value
**INCREASED ABUNDANCE**					
**mmu-miR-6538**	Chr 12	0.23	10.91	5.58	0.50191
**mmu-miR-503-5p**	Chr X	70.10	1735.62	4.63	0.44395
**mmu-miR-322-3p**	Chr X	56.26	1364.55	4.60	**0.00013**
**mmu-miR-450a-5p**	Chr X	5.05	103.66	4.36	**0.00624**
**mmu-miR-5114**	Chr 19	0.26	2.99	3.54	1.00000
**mmu-miR-1981-5p**	Chr 1	19.05	219.85	3.53	0.13604
**mmu-miR-7073-5p**	Chr 8	0.11	0.90	3.04	1.00000
**mmu-miR-542-3p**	Chr X	36.09	291.37	3.01	1.00000
**mmu-miR-351-3p**	Chr X	5.75	45.82	3.00	1.00000
**mmu-miR-542-5p**	Chr X	0.11	0.79	2.86	1.00000
**mmu-miR-7226-3p**	Chr 4	0.23	1.65	2.86	1.00000
**mmu-miR-450b-5p**	Chr X	24.66	177.10	2.84	0.44395
**DECREASED ABUNDANCE**					
**mmu-miR-335-3p**	Chr 6	39.94	0.40	-6.64	0.44395
**mmu-miR-335-5p**	Chr 6	18.89	0.32	-5.87	0.06951
**mmu-miR-34b-5p**	Chr 9	47.12	0.88	-5.74	0.70626
**mmu-miR-294-3p**	Chr 7	3037.59	73.94	-5.36	1.00000
**mmu-miR-5099**	Chr 12	64.22	1.71	-5.23	**0.00013**
**mmu-miR-291a-3p**	Chr 7	985.25	28.14	-5.13	1.00000
**mmu-miR-1198-5p**	Chr X	34.03	1.08	-4.98	**0.00071**
**mmu-miR-218-5p**	Chr 5/11	3.20	0.11	-4.92	1.00000
**mmu-miR-292-3p**	Chr 7	4186.87	161.43	-4.70	1.00000
**mmu-miR-532-3p**	Chr X	4.33	0.17	-4.65	1.00000
**mmu-miR-6239**	Chr 14	86.71	3.63	-4.58	1.00000
**mmu-miR-674-5p**	Chr 2	4.52	0.19	-4.56	1.00000

Fold change = log_2_ fold change

**Table 2:** Most abundant mature microRNAs in ExoE-EVs derived from SynT differentiated TSCs.

miRNA ID	Chromosome	TSC	SynT	Fold Change
**mmu-miR-122-5p**	Chr 18	39229.22	12868.24	-1.61
**mmu-miR-378a-3p**	Chr 18	2201.70	11116.78	2.34
**mmu-miR-30d-5p**	Chr 15	2970.53	6685.98	1.17
**mmu-miR-292-5p**	Chr 7	42021.98	4547.92	-3.21
**mmu-miR-148a-3p**	Chr 6	6982.50	3796.35	-0.88
**mmu-miR-183-5p**	Chr 6	2306.61	2361.57	0.03
**mmu-miR-320-3p**	Chr 14	1076.28	2232.53	1.05
**mmu-miR-92a-3p**	Chr 14	7163.29	1922.49	-1.90
**mmu-miR-532-5p**	Chr X	7530.28	1891.93	-1.99
**mmu-miR-503-5p**	Chr X	70.10	1735.62	4.63
**mmu-miR-30a-5p**	Chr 1	1852.85	1590.52	-0.22
**mmu-miR-378d**	Chr 10	380.88	1510.57	1.99
**mmu-miR-322-3p**	Chr X	56.26	1364.55	4.60
**mmu-miR-298-5p**	Chr 2	345.95	1253.61	1.86
**mmu-miR-22-3p**	Chr 11	1113.76	1246.69	0.16
**mmu-miR-151-3p**	Chr 15	1530.87	746.28	-1.04
**mmu-miR-378c**	Chr 14	175.86	705.17	2.00
**mmu-miR-669c-5p**	Chr 2	1222.48	703.74	-0.80
**mmu-miR-7a-5p**	Chr 7 or 13	3127.45	555.56	-2.49
**mmu-miR-92a-3p**	Chr X	2104.96	520.11	-2.02
**mmu-miR-101b-3p**	Chr 19	511.10	516.93	0.02
**mmu-miR-101a-3p**	Chr 4	289.53	480.29	0.73
**mmu-miR-24-3p**	Chr 8 or 13	207.62	476.85	1.20
**mmu-miR-293-5p**	Chr 7	3163.89	453.16	-2.80
**mmu-miR-501-3p**	Chr X	744.34	434.02	-0.78

Fold change = log_2_ fold change

**Table 3:** Mature microRNAs with greatest positive fold change in ExoE-EVs from non-pregnant to pregnant mice.

miRNA ID	Chromosome	NP	Day14.5	Fold change	Adj. p-value
**mmu-miR-147-3p**	Chr 2	0.69	24.43	5.15	1.00000
**mmu-miR-450b-5p**	Chr X	1.24	40.60	5.04	0.44395
**mmu-miR-323-3p**	Chr 12	0.34	9.04	4.72	1.00000
**mmu-miR-543-3p**	Chr 12	2.13	54.67	4.68	1.00000
**mmu-miR-149-5p**	Chr 1	1.03	20.39	4.31	1.00000
**mmu-miR-542-3p**	Chr X	2.13	38.10	4.16	1.00000
**mmu-miR-182-5p**	Chr 6	8.06	127.20	3.98	1.00000
**mmu-miR-495-3p**	Chr 12	0.69	9.65	3.81	1.00000
**mmu-miR-293-5p**	Chr 7	0.89	11.40	3.67	1.00000
**mmu-miR-183-5p**	Chr 6	22.91	279.33	3.61	1.00000
**mmu-miR-341-3p**	Chr 12	0.69	8.21	3.58	NA
**mmu-miR-433-3p**	Chr 12	5.45	57.85	3.41	1.00000
**mmu-miR-409-3p**	Chr 12	3.92	35.04	3.16	1.00000
**mmu-miR-219a-1-3p**	Chr 17	0.89	7.08	2.98	1.00000
**mmu-miR-335-3p**	Chr 6	0.34	2.36	2.78	0.44395
**mmu-miR-351-5p**	Chr X	5.31	33.52	2.66	1.00000
**mmu-miR-195a-3p**	Chr 11	2.27	13.76	2.60	1.00000
**mmu-miR-208a-3p**	Chr 14	0.69	3.79	2.46	NA
**mmu-miR-291b-5p**	Chr 7	1.45	7.92	2.45	1.00000
**mmu-miR-212-5p**	Chr 11	0.34	1.85	2.43	1.00000
**mmu-miR-351-3p**	Chr X	0.89	4.63	2.37	1.00000
**mmu-miR-615-3p**	Chr 15	1.24	6.38	2.37	1.00000
**mmu-miR-322-3p**	Chr X	25.95	127.92	2.30	**0.00013**
**mmu-miR-134-5p**	Chr 12	18.55	84.73	2.19	1.00000
**mmu-miR-292-5p**	Chr 7	37.82	171.18	2.18	1.00000

Fold change = log_2_ fold change

**Table 4:** Mature microRNAs unique to serum ExoE-EVs of pregnant mice.

miRNA ID	Chromosome	NP	GD14.5
**mmu-miR-431-3p**	Chr 12	0	19.41
**mmu-miR-292-3p**	Chr 7	0	7.18
**mmu-miR-679-5p**	Chr 12	0	6.99
**mmu-miR-370-3p**	Chr 12	0	6.38
**mmu-miR-485-3p**	Chr 12	0	5.95
**mmu-miR-664-3p**	Chr 1	0	5.73
**mmu-miR-483-3p**	Chr 7	0	4.63
**mmu-miR-877-3p**	Chr 17	0	4.33
**mmu-miR-467e-5p**	Chr 2	0	3.39
**mmu-miR-152-5p**	Chr 11	0	3.29
**mmu-miR-6240**	Chr 5	0	3.28
**mmu-miR-665-3p**	Chr 12	0	3.28
**mmu-miR-667-3p**	Chr 12	0	3.28
**mmu-miR-143-5p**	Chr 18	0	2.98
**mmu-miR-3084-5p**	Chr 19	0	2.86

Fold change = log_2_ fold change

#### Abundance of microRNAs mmu-miR-322-3p and mmu-miR-322-5p increases with syncytial differentiation *in vitro* and with pregnancy *in vivo*

RNA-Seq of *in vitro-* and *in vivo-*derived ExoE-EVs revealed a subset of miRNAs that are likely to be associated with trophoblasts, pregnancy, or both. RNA sequencing presented in this study identified mmu-miR-322-3p as significantly more abundant in SynT compared to TSC ExoE-EVs (Table 1). These results subsequently led us to focus on both of the mature miRNAs from the mmu-mir-322 precursor. 

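Mmu-miR-322-3p, the mouse counterpart of a product of human MIR424, lies at chromosome X of GRCm38 from 53054269 to 53054289, in the minus-strand precursor Mir322. It had 147, 92 and 75 reads in the TSC libraries and 3595, 4762 and 5096 in SynT. This is a log2 fold change of 4.56 (standard error 0.42, adjusted p = 0.000352, limma-voom), and each SynT library lay above each TSC library. Its rise held in direction under all of the other scalings, at 5.74 with median-of-ratios factors over the miRNAs and 5.15 with TMM factors over all annotated features.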

Abundance of mmu-miR-322-3p and mmu-miR-322-5p exhibited a trend of increasing with pregnancy (log_2_ fold change = 2.30 and 1.24, respectively), and mmu-miR-322-5p exhibited a trend in increased abundance with syncytial differentiation (log_2_ fold change = 2.17). 

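Mmu-miR-322-5p, the other arm of the precursor, at 53054306 to 53054327, was the scarcer one in every group. It had 1, 5 and 3 reads in TSC and 12, 34 and 41 in SynT, with a log2 fold change of 2.18 (standard error 0.92) that did not pass the test (adjusted p = 0.0757, limma-voom) but did with TMM factors over the miRNAs, at 3.35 (standard error 0.61, adjusted p = 0.00129). In sera mmu-miR-322-3p had 10, 19 and 5 reads in NP and 79, 56 and 19 in GD 14.5, a log2 fold change of 2.58 (standard error 0.80, adjusted p = 0.0435), and 2.57 with TMM factors over the miRNAs, where it did not pass (adjusted p = 0.0814). Mmu-miR-322-5p had too few reads in sera for a test. Its log2 ratio of the authors' means, GD 14.5 over NP, was 1.24.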

To further quantify and validate the abundance of mature mmu-mir-322 products in our trophoblast- and pregnancy-derived samples, qRT-PCR was performed on a larger sample size of independent samples. Using this method, the relative abundance of mmu-miR-322-3p increased in SynT differentiation (p = 0.0079, n = 5) *in vitro* cell culture and *in vivo* during pregnancy (p = 0.0019, n = 8) (Fig 3A). Significant differences in the relative abundance of mmu-miR-322-5p were detected with both syncytial differentiation (p = 0.0079) and pregnancy (p = 0.0003) by qRT-PCR (Fig 3B). These results suggest that subsets of ExoE-EV miRNAs (mmu-mir-322 products) are increased in both syncytial differentiation and pregnancy.

**Fig 3:**
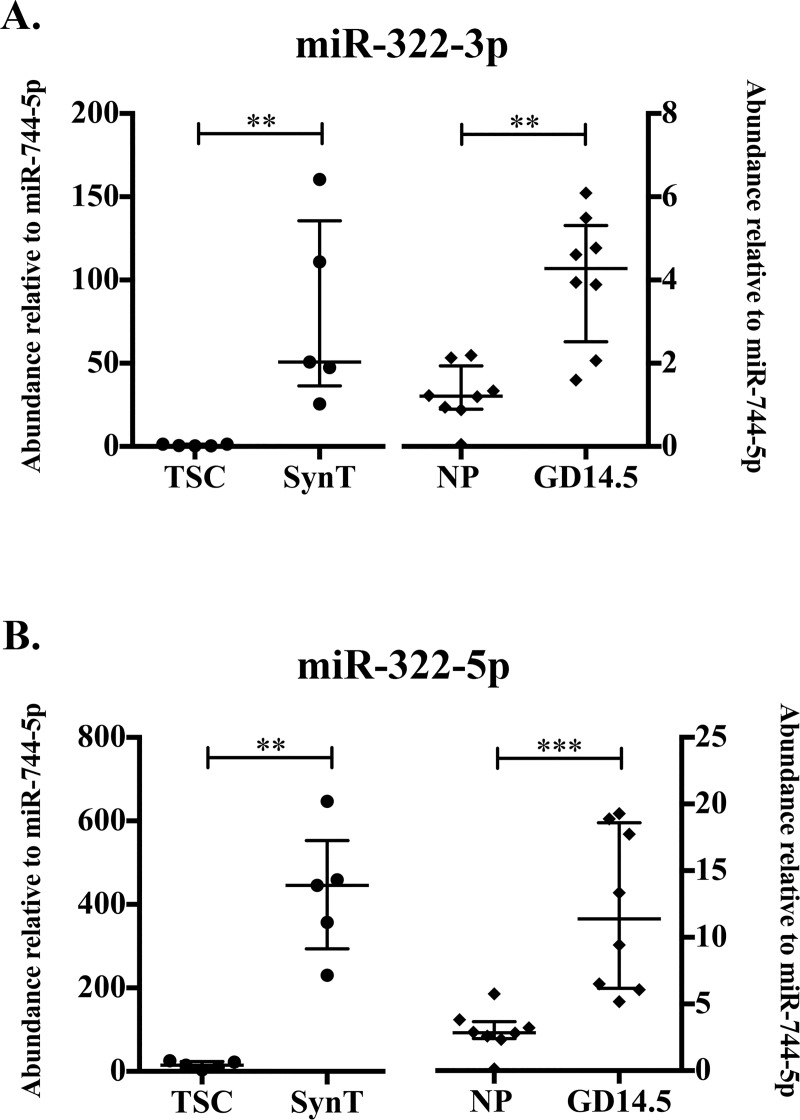
Abundances of microRNAs mmu-miR-322-3p and mmu-miR-322-5p increase with syncytial differentiation *in vitro* and with pregnancy *in vivo*. (A) Abundance of mmu-miR-322-3p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, solid diamond, n = 5, p = 0.0079) and NP and GD14.5 (left, solid circle, n = 8, p = 0.0019). (B) Abundance of mmu-miR-322-5p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, n = 5, p = 0.0079) and NP and GD14.5 (left, n = 8, p = 0.0003). Error bars represent median ± interquartile range (** p<0.01; *** p<0.001).

#### X-chromosome miRNA cluster members increase in abundance with syncytial differentiation and pregnancy

In addition to the X-chromosome derived mmu-miR-322-3p and mmu-miR-322-5p, abundance of mir-322/424 cluster member, mmu-miR-450a-5p, was found to be significantly increased in SynT compared to TSC and exhibited an increase in pregnancy samples (log_2_ fold change = 2.03; Table 3). 

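The cluster spans 6353 bp of chromosome X of GRCm38, from 53047997 to 53054349, with 7 precursors on the minus strand. Mmu-miR-450a-5p maps to 2 of them, Mir450-1 and Mir450-2, and its reads cannot be told apart between these loci. It had 11, 9 and 7 reads in TSC and 396, 252 and 396 in SynT, a log2 fold change of 4.36 (standard error 0.52, adjusted p = 0.000625, limma-voom). Mmu-miR-450b-5p rose by 2.87 (standard error 0.41) and mmu-miR-351-5p by 1.64 (standard error 0.40). For mmu-miR-450b-3p, with 2, 5 and 3 reads in TSC and 15, 30 and 51 in SynT, the log2 fold change of 2.10 did not pass the test (adjusted p = 0.0612), but did with TMM factors over the miRNAs (3.25, adjusted p = 0.000816). Summed over the cluster, normalized reads were 181, 289 and 302 in TSC and 2457, 4490 and 4814 in SynT, 15.2-fold higher (exact two-sided permutation test, p = 0.1). In sera the cluster summed to 13.4, 80.5 and 66.3 in NP and 286, 402 and 219 in GD 14.5, 5.66-fold higher (exact p = 0.1, from the same test).

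**Figure D3:**
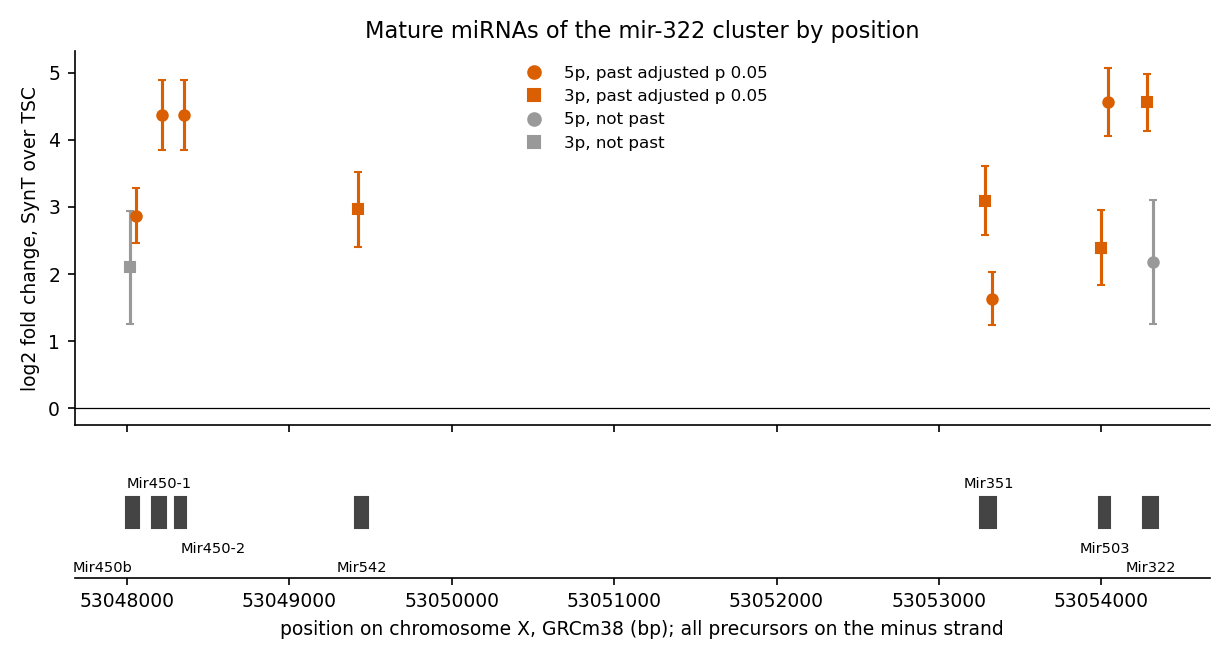
Log2 fold change of SynT over TSC with its standard error (y axis) of the mature miRNAs of the cluster at their position on chromosome X (x axis, bp of GRCm38), above the 7 precursors; circles are 5p arms and squares 3p arms, and gray ones did not pass an adjusted p of 0.05. All lie above 0, from 1.64 for mmu-miR-351-5p to 4.57 for mmu-miR-503-5p.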

X-chromosome miRNAs mmu-miR-503-5p, mmu-miR-542-3p, and mmu-miR-450a-5p also exhibited non-significant increases in abundance in GD 14.5 compared to NP. These additional X-chromosome miRNAs were selected for qRT-PCR analysis to determine relative abundance using a larger sample size. This analysis demonstrated a significant increase in miRNA abundance in SynT compared to TSC for all three-cluster members: mmu-miR-503-5p, mmu-miR-542-3p, and mmu-miR-450-5p (p = 0.0079, n = 5; Fig 4). 

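Mmu-miR-542-3p had 1, 2 and 0 reads in the NP libraries and 16, 15 and 10 in GD 14.5, a log2 fold change of 3.91 (standard error 0.86, adjusted p = 0.000294, limma-voom). With TMM factors over the miRNAs its log2 fold change was 3.84 (standard error 0.73, adjusted p = 0.0221). Mmu-miR-450a-5p had too few reads in sera for a test, and mmu-miR-503-5p had enough only with TMM factors over the miRNAs, where its log2 fold change of 2.92 (standard error 0.87) did not pass (adjusted p = 0.143). The log2 ratios of the authors' means, GD 14.5 over NP, were 2.07 for mmu-miR-503-5p and 2.03 for mmu-miR-450a-5p. In trophoblast ExoE-EVs mmu-miR-503-5p had 137, 117 and 111 reads in TSC and 3510, 6734 and 6668 in SynT, a log2 fold change of 4.57 (standard error 0.50, adjusted p = 0.000625). There mmu-miR-542-3p rose by 2.96 (standard error 0.56, adjusted p = 0.00441).

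**Figure D4:**
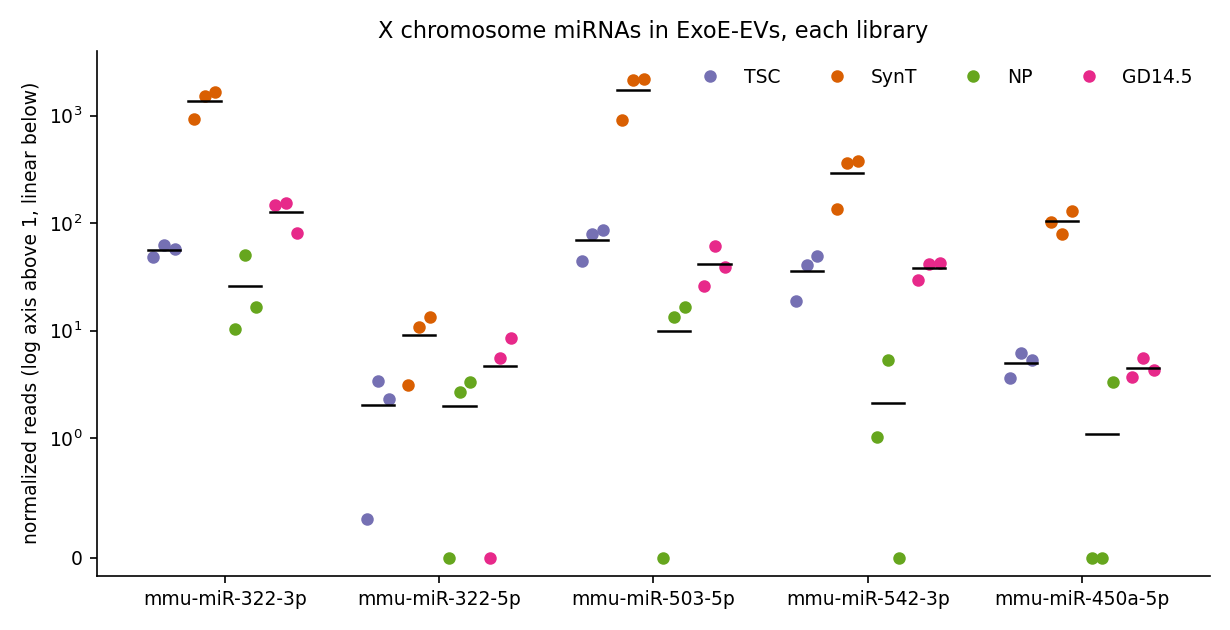
Normalized reads (y axis, logarithmic above 1 and linear below) of 5 X chromosome miRNAs in each library of the 4 groups; points are libraries and black lines group means. The 3 SynT libraries lie above the 3 TSC libraries for each miRNA except mmu-miR-322-5p, where they overlap.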

The relative abundances of mmu-miR-503-5p and mmu-miR-542-3p were increased in pregnant compared to NP ExoE-EVs (Fig 4). These data suggest that abundances of mmu-miR-322-3p, mmu-miR-322-5p and closely clustered X-chromosome miRNAs are associated with trophoblast syncytial differentiation and pregnancy.

**Fig 4:**
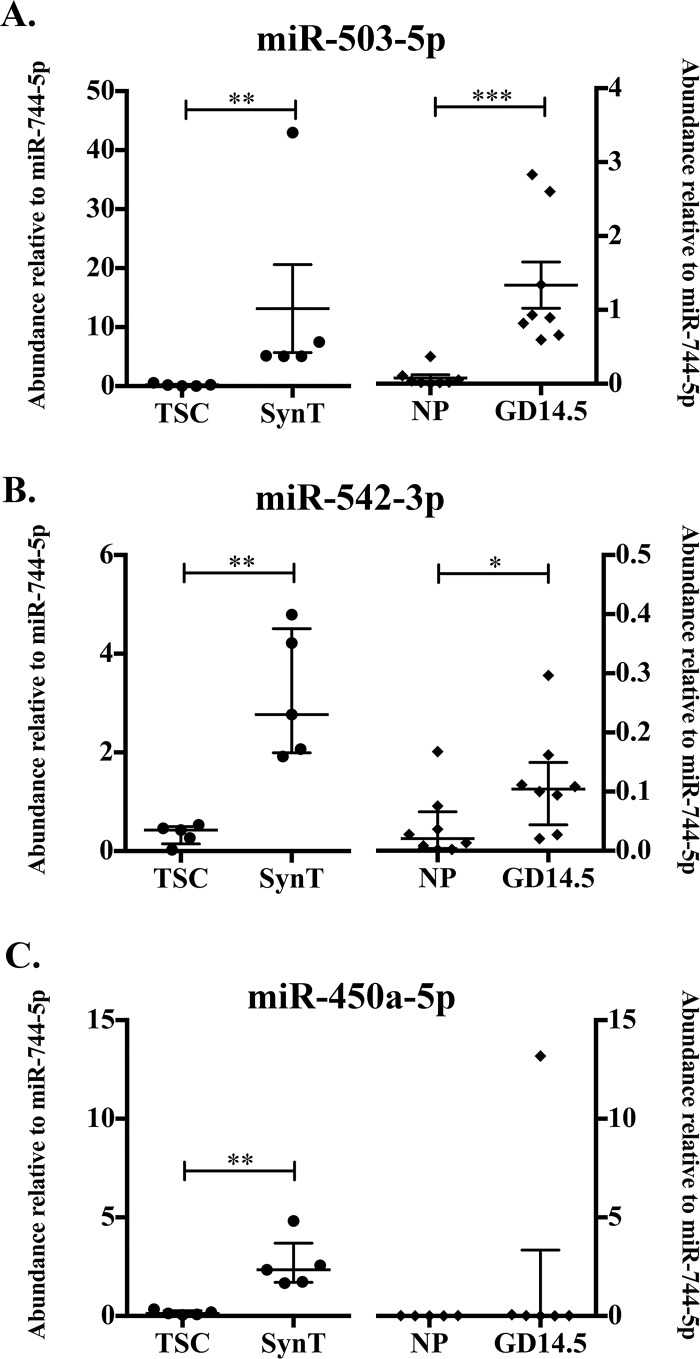
Abundance of X-Chromosome microRNA cluster members in Exo-EVs increases with synctial differentiation in pregnancy. (A) Abundance of mmu-miR-503-5p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, solid diamond, n = 5, p = 0.0079) and NP and GD14.5 (left, solid circle, n = 8, p = 0.0002). (B) Abundance of mmu-miR-542-3p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, n = 5, p = 0.0079) and NP and GD14.5 (left, n = 8, p = 0.0499). (C) Abundance of mmu-miR-450a-5p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, n = 5, p = 0.0079) and NP and GD14.5 (left, n = 8). Error bars represent median ± interquartile range. (* p< 0.05; ** p<0.01; *** p<0.001).

#### MicroRNAs mmu-miR-30d-5p and mmu-miR-5099 are differentially abundant in syncytialized compared to stem trophoblast ExoE-EVs

Additional miRNAs, mmu-miR-30d-5p and mmu-miR-5099, were selected for further investigation by qRT-PCR. Mmu-miR-30d-5p was selected since it was the third most abundant miRNA in SynT exosomes as determined by RNA-Seq (Table 2). 

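Mmu-miR-30d-5p, at chromosome 15 of GRCm38 from 68341257 to 68341278, lies in an exon of the lincRNA Gm20732. Its authors' mean was 6686 normalized reads in SynT, rank 3, and 2971 in TSC, rank 11. The SynT reads were too many to be recovered per library, so the difference has no test here. In sera it had 602, 697 and 630 reads in NP and 841, 1070 and 444 in GD 14.5, a log2 fold change of 0.55 (standard error 0.79, adjusted p = 0.949, limma-voom). Its relative mmu-miR-30a-5p had 2825, 3761 and 2679 reads in TSC and 3815, 5623 and 6167 in SynT, with a log2 fold change of -0.18 (adjusted p = 0.774), against 0.96 (adjusted p = 0.00407) with TMM factors over the miRNAs.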

Using qRT-PCR, we found that the relative abundance of mmu-miR-30d-5p increased significantly with syncytial differentiation (p = 0.0079, n = 5; Fig 5A). No differences were detected in the relative abundance of mmu-miR-30d-5p between pregnant and NP mice (Fig 5A). Our RNA-Seq analysis revealed that mmu-miR-5099 decreased significantly with syncytial differentiation. 

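Mmu-miR-5099, at chromosome 12 of GRCm38 from 36816250 to 36816269, had 180, 128 and 60 reads in the TSC libraries and 5, 6 and 6 in SynT. The log2 fold change was -5.09 (standard error 0.57, adjusted p = 0.000625, limma-voom), and the groups did not overlap. With median-of-ratios factors over the miRNAs it was -3.91.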

Although downregulation of miRNAs during syncytial differentiation was not a focus of this study, it was validated to ensure we could detect changes in both directions. As expected, mmu-miR-5099 was significantly downregulated in SynT compared to TSC (p = 0.0159, n = 5; Fig 5B). No differences were observed in the relative abundance of mmu-miR-5099 between pregnant and NP mice (Fig 5B). These data demonstrate that the differentiation status of cultured trophoblasts can result in significant quantitative changes in abundances of individual miRNAs.

**Fig 5:**
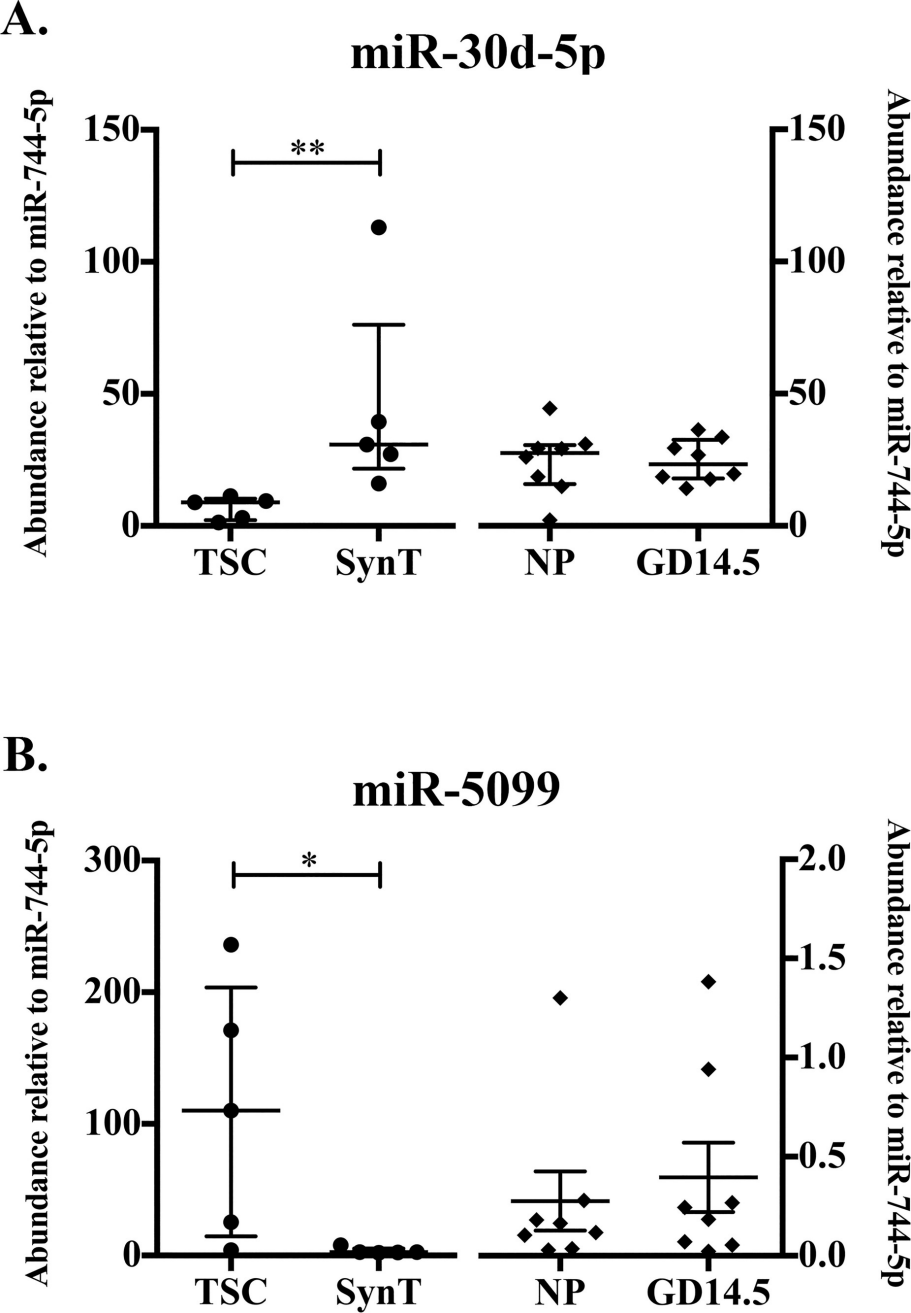
MicroRNAs Mmu-miR-30d-5p and Mmu-miR-5099 are differentially abundant in syncytialized compared to stem trophoblast ExoE-EVs. (A) Abundance of mmu-miR-30d-5p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, n = 5, p = 0.0079) and NP and GD14.5 (left, n = 8). (B) Abundance of mmu-miR-5099 relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, n = 5, p = 0.0159) and NP and GD14.5 (left, n = 8). Error bars represent median ± interquartile range. (* p< 0.05; ** p<0.01; *** p<0.001).

#### Embryonic stem cell/fetal-associated microRNAs increase during pregnancy in circulating ExoE-EVs

We next sought to confirm the regulation of the miRNAs that are higher in pregnancy and expressed highly in SynT trophoblast ExoE-EVs, specifically mmu-miR-292-3p and mmu-miR-183-5p. Of this cluster, mmu-miR-292-3p was of particular interest because it was detected by RNA-Seq in pregnant mice and not in NP mice (Table 4). qRT-PCR analysis of mmu-miR-292-3p revealed no significant differences in relative abundance between TSC and SynT. However, a significant increase in relative abundance was detected between GD 14.5 and NP (p = 0.003, n = 8; Fig 6A). 

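Mmu-miR-292-3p lies at chromosome 7 of GRCm38 from 3219238 to 3219261, in Mir292, opposite an exon of Nlrp12. In sera it had 1, 4 and 2 reads in the GD 14.5 libraries and 0 in each NP library. With NP set at a floor of 3 reads it was 3.39-fold higher, a value that takes the GD 14.5 reads as exact and is no lower limit. In trophoblast ExoE-EVs it had 1757, 10553 and 6198 reads in TSC and 270, 713 and 581 in SynT, a log2 fold change of -4.25 (standard error 0.88, adjusted p = 0.00597, limma-voom). The resolved loci of the cluster summed to 2999, 24307 and 12318 normalized reads in TSC and 639, 1059 and 1237 in SynT (exact two-sided permutation test, p = 0.1). Left out were 2 loci whose reads were not resolved, mmu-miR-292-5p and mmu-miR-293-3p. Their authors' means were 42022 and 7598 in TSC and 4548 and 394 in SynT, so the larger part of the cluster lies outside these sums. The TSC library of size factor 3.05 held the lowest sum of the TSC libraries.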

For mmu-miR-183-5p, a significant difference in abundance was also observed between GD 14.5 and NP (p = 0.0002, n = 8; Fig 6B). Here we demonstrate increased abundance of ESC/embryo-associated miRNAs, mmu-miR-292-3p and mmu-miR-183-5p, in the circulation of GD 14.5 compared to NP mice. Whether these are coming from the fetus itself, the placenta, or maternal stem cells is still to be determined.

**Fig 6:**
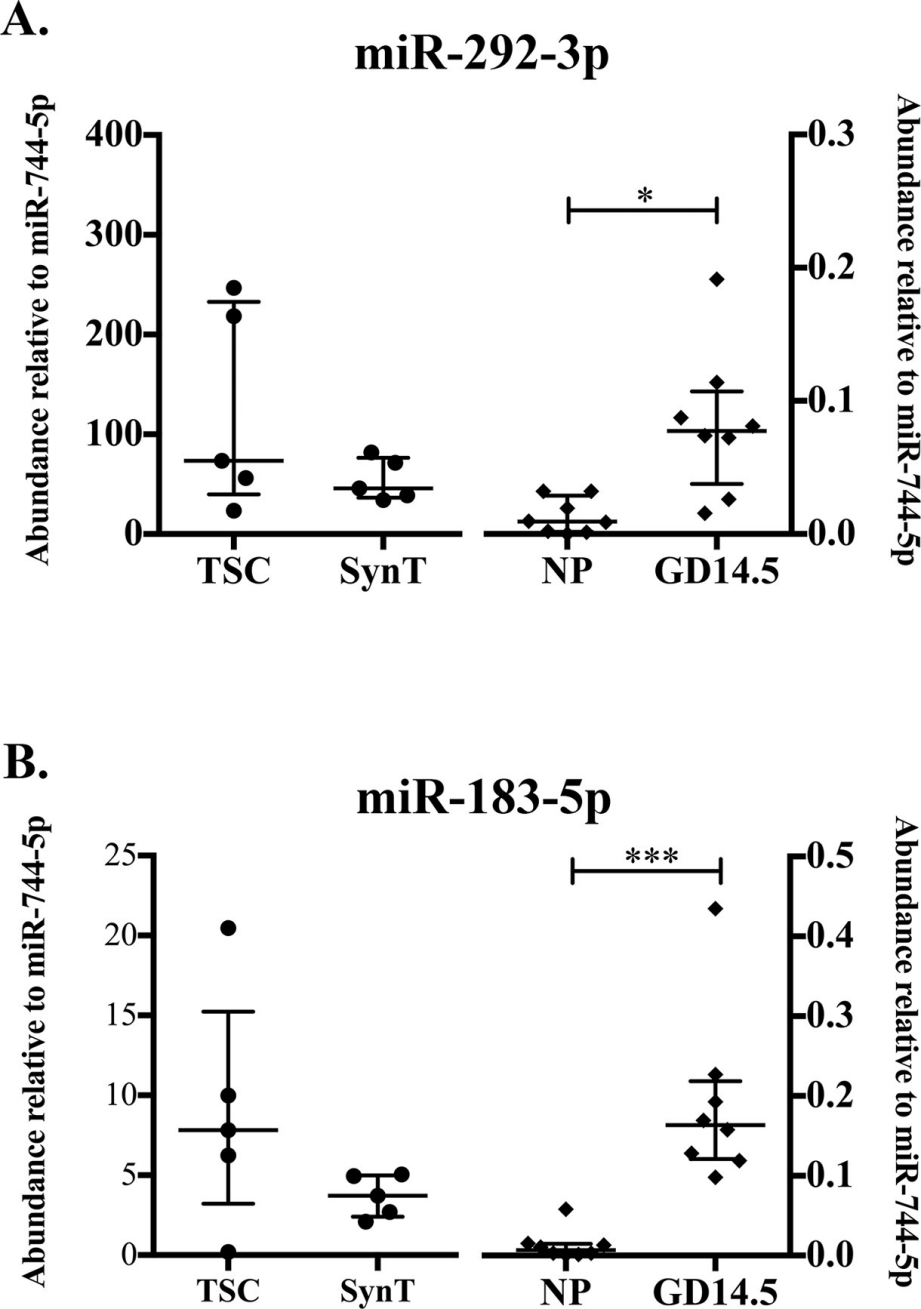
Embryonic stem cell/fetal-associated MiRNAs increase during pregnancy in circulating ExoE-EVs. (A) Abundance of mmu-miR-292-3p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, solid diamonds, n = 5) and NP and GD14.5 (left, solid circles, n = 8, p = 0.0030). (B) Abundance of mmu-miR-183-5p relative to mmu-miR-744-5p determined by qRT-PCR in TSC and SynT (right, n = 5) and NP and GD14.5 (left, n = 8, p = 0.0002). Error bars represent median ± interquartile range. (* p< 0.05; ** p<0.01; *** p<0.001).

#### MicroRNA-target interaction prediction using multiMiR

Selected X-chromosome miRNAs including mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, and mmu-miR-542-3p were queried, using the multiMiR package, to predict their potential mRNA targets. These miRNAs were selected because they belong to the same miRNA cluster, are increased both with SynT differentiation and in pregnancy, are known to be expressed in mouse placenta, and their human orthologs are expressed in human placenta [7, 38].

The multiMiR package queries eight independent databases (DIANA-microT-CDS, EIMMo, MicroCosm, miRanda, miRDB, PicTar, PITA, and TargetScan) for predicted targets. For each miRNA, hundreds to thousands of unique mRNA targets were identified by the eight databases. In order to reduce this to a meaningful list with more confidence in the miRNA-target prediction, targets with three or more of the eight databases predicting the miRNA-target interaction were considered to be of higher confidence. The high-confidence miRNA-target interactions are presented in the supplemental material (S2 Table). In total, 855 unique targets were identified.

#### MultiMiR predicted targets reveal significant targeting of intracellular signaling and ubiquitin-mediated proteolysis pathways by X-chromosome microRNAs

All unique targets with at least one high-confidence interaction predicted for mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, or mmu-miR-542-3p from MultiMiR analysis were imported into the DAVID Bioinformatics Resource 6.7 for KEGG pathway analysis. Of the 855 unique Ensembl IDs imported, 846 matched DAVID IDs and were included in the subsequent KEGG analysis. All KEGG pathways significantly targeted (p<0.05) by predicted miRNA-target interactions are summarized in S3 Table. The pathway most targeted by the X chromosome cluster miRNAs is identified as Pathways in Cancer (S2 Fig). Interestingly, of the additional significantly targeted KEGG pathways, many are intracellular signaling pathways including MAPK Signaling (S3 Fig) and Focal Adhesion Pathways (S4 Fig). KEGG Pathway analysis also reveals that multiple transcripts involved in ubiquitin-mediated proteolysis were predicted targets of miRNAs mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, and/or mmu-miR-542-3p (S5 Fig) including multiple members of the cullin family that were redundantly targeted by X-Chromosome miRNAs. Table 5 shows the number of MultiMiR databases that predicted an interaction of each miRNA. Each targeting and inhibition of critical signaling molecules may have a multitude of effects on cellular function depending on the targeted cell receiving the miRNA’s cullin family member.

**Table 5:** Murine trophoblast exosome-associated microRNAs target cullins.

	mmu-miR-322-3p	mmu-miR-322-5p	mmu-miR-503-5p	mmu-miR-542-3p
Cul 2	1	7	1	-
Cul3	1	-	-	-
Cul4a	2	1	3	1
Cul4b	3	1	-	-
Cul5	2	1	-	-

These results highlight important signaling pathways and protein family members likely to be targeted by X-chromosome cluster miRNAs upon target cell acquisition of circulating trophoblast-derived exosomes.

## Discussion

Placenta-derived EVs, specifically exosomes, have been implicated in maternal-fetal communication where interactions occur with maternal cells including decidual cells, circulating immune cells, and endothelial cells [3, 39, 40]. Currently, murine models are often used to study pregnancy and maternal-fetal tolerance, due to the challenges of carrying out definitive studies in humans. In an effort to understand the role of placental exosomes in pregnancy, a comprehensive study of the total RNA and miRNA cargo of trophoblast-derived and pregnancy-associated exosome enriched EVs was performed in a murine model. Identification of RNA and miRNA cargo that can mediate cell-cell communication between the placenta/fetus and the mother will advance our ability to examine the role of exosomes in pregnancy and pregnancy-related diseases.

We identified five mature miRNAs (mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, mmu-miR-542-3p, and mmu-miR-450-5p) from the mir-mmu-322 X chromosome cluster that were significantly increased in ExoE-EVs with trophoblast syncytial differentiation, and fifteen miRNAs that were unique to pregnancy ExoE-EVs compared to NP controls. To assess the potential targets of these miRNAs, we utilized the bioinformatics tool MultiMiR to simultaneously query eight publicly available miRNA target databases. X-chromosome miRNAs mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, and mmu-miR-542-3p were predicted to target intracellular signaling pathways (MAPK and focal adhesion) and ubiquitin-mediated proteolysis, and specifically several cullin family proteins. Pathways such as MAPK signaling and focal adhesion are critical to the functions of many cells, including trophoblasts, endothelial cells and immune cells, all potential cellular targets of circulating exosomes [41, 42]. Trophoblast-derived and pregnancy-associated exosomes therefore may exert key regulatory effects on the intracellular signaling of these as well as other target cells and impact the maintenaince and ultimate success of pregnancy.

Exosome-mediated targeting of the ubiquitin-mediated proteolysis pathway may alter protein localization and/or stability in target cells. Cullins carry crucial roles in the post-translational modification of proteins involving ubiquitin [43]. We identified that several different cullins are predicted targets of the mmu-mir-322 family members (mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, and mmu-miR-542-3p), with each predicted to target at least one cullin family member (Table 5). The targeting of cullin-2 (Cul2) by mmu-miR-322-5p was especially highly predicted with seven out of eight databases forecasting the interaction. The interaction between the human ortholog of mmu-miR-322-5p, hsa-miR-424-5p, and Cul2 has been validated by multiple methods [44]. It has also been demonstrated that Cul2 is a critical mediator of HIF-1α degradation in normoxia [44]. Thus, targeting and repression of Cul2 translation by mmu-miR-322-5p may impact cell function by allowing for increased levels of HIF-1α. Given that HIFs are known critical mediators of trophoblast differentiation and function [45], it is possible that trophoblastic exosomes expressing hsa-miR-424/mmu-miR-322 can alter gene expression and cellular functions in multiple cell types, including endothelial, immune, and trophoblast cells.

In T cells, independent of hypoxia, Cul2 and Cul3 regulate interleukin-2 production (IL-2). Specifically, loss of Cul2 or Cul3 resulted in an increase in IL-2 production upon T cell receptor stimulation suggesting that repression of these cullins would impact intracellular signaling cascades to allow for increased cytokine release [46, 47]. Pregnancy is known to be a state of enhanced levels of cytokines [48]. Because all of these X-chromosome cluster miRNAs may be present simultaneously, exosomes delivered to recipient cells could repress translation of multiple cullins. Given the potential cellular effects of cullins and HIFs on a wide variety of cell types, further investigation is necessary to determine the net biological effect of these miRNAs on the predicted targets.

As expected we identified the expression of the placental miRNA mmu-miR-322-5p in our trophoblast-derived ExoE-EVs. The human ortholog of mmu-miR-322-5p, hsa-miR-424-5p, is known to be expressed in human trophoblasts, regulated by hypoxia, increased with *in vitro* syncytialization, and targets fibroblast growth factor receptor 1 (FGFR1) [49, 50]. This is consistent with our findings that mmu-miR-322-5p increases with syncytialization in a murine *in vitro* model. Together with previous data, these findings are consistent with the proposed role for hsa-miR-424/mmu-miR-322 in regulating trophoblast differentiation toward a syncytial fate [51]. In addition, four X cluster members (mmu-miR-322-3p, mmu-miR-322-5p, mmu-miR-503-5p, and mmu-miR-542-3p) were also identified as being significantly increased in pregnant serum ExoE-EVs compared with NP. Due to the abundance of these X-chromosome miRNAs in placental tissue and trophoblast ExoE-EVs, it is likely that the ExoE-EVs containing mmu-miR-322-3p and mmu-miR-322-5p in pregnant mouse sera originated from the syncytial trophoblasts of the placenta. In addition to X-chromosome cluster miRNAs, mmu-miRNA-30d-5p was increased in syncytialized trophoblast compared to stem trophoblast ExoE-EVs. The observation that mmu-miR-30d-5p is increased in differentiated SynT ExoE-EVs is interesting as it has been confirmed to target and downregulate brain-derived neurotropic factor (BDNF) [52]. BDNF has been shown to be involved in regulation of trophoblast cell growth and survival [53, 54]. Therefore, the presence of these miRNAs within the pregnancy Exo-EVs may reflect the state of the placenta in terms of development and function in addition to having potential biologic impact on recipient cells.

The abundance of mmu-miR-292-3p and mmu-miR-183-5p increased with pregnancy, and were detected in trophoblast ExoE-EVs independent of differentiation state. This is somewhat surprising given that the mmu-miR-290 cluster of miRNAs was originally identified as being expressed exclusively by mouse embryonic stem cells (ESC) [55]. Consistent with the original report of mmu-miR-292-3p, more recent and comprehensive miRNA profiling detected mmu-miR-292-3p only in ESCs and teratocarcinoma [7]. Subsequent analysis of tissue expression of mmu-miR-183-5p showed high to moderate expression of mmu-miR-183-5p in ESC, embryo, and teratocarcinomas [7]. Our data suggests that trophoblasts are also a source. Additional investigation is required to determine the cellular source of pregnancy-associated circulating ExoE-EVs expressing miRNAs mmu-miR-292-3p and mmu-miR-183-5p, which could be either from the placenta or fetal tissue.

We were able to derive an enriched population of exosomes from the EVs from small blood volumes as well as obtain good quality RNA-seq data. Given that the EV material is not 100% exosomes, some of the identified RNA species may originate from other EVs or protein complexes contained within the plasma. Regardless of the exact origin, the fact that the miRNAs are increased or only present in pregnant plasma still highlights the role they may play in pregnancy. The RNA-seq data was limited in terms of the number and magnitude of expression difference that could be detected given the small sample size (n = 3). Utilizing the larger sample numbers for the qRT-PCR confirmation studies was valuable to validate not only the significant findings noted by RNA-seq but additional miRNAs that were not significant by RNA-seq. In the future, purifying trophoblast-derived exosomes from the pregnancy plasma would provide additional clarity to the origin of identified miRNAs.

Murine models are routinely used for the study of pregnancy and maternal-fetal tolerance, yet an important communication modality, placenta-derived EVs and specifically the miRNA cargo, has remained largely understudied. This study provides the first in-depth characterization of the RNA composition of *in vitro*-derived murine trophoblastic and pregnancy-associated exosome-enriched EVs. Importantly, this study identifies specific miRNAs that have significant roles in pregnancy physiology and potentially maternal-fetal tolerance and warrant further mechanistic studies. Determining the cargo of placental and pregnancy-specific ExoE-EVs and their predicted biological targets is important to advance our understanding of how these small membrane packages mediate cell-cell communication in pregnancy, as well as where these interactions may go awry in pregnancy-specific diseases.

### Future directions

Further investigation is necessary to determine the net biological effect of the multiple miRNAs contained within ExoE-EVs, on the vast number of each miRNA’s predicted targets. Additionally, confirmation of miRNA cargo in a pure exosome population would be ideal for validating our findings in the exosome-enriched EVs. For trophoblast-derived miRNAs, it will be important to consider both the local effects on reproductive and immune cells, as well as the systemic implications for maternal immune and endothelial cells.

## Supporting information

S1 Fig Differentiation of IV1 trophoblast stem cells (TSC) to syncytiotrophoblasts (SynT). Panel A shows bright field light microscopy images (20x) of IV1 cells in culture (CellStart with FGF4 and heparin) and then 7 days in the absence of FGF4 and heparin that leads to differentiation and cell fusion into SynT. Panel B Immunoblot of nuclear enriched fractions (NE-PER Nuclear and Cytoplasmic Extract Reagent from ThermoFisher) from undifferentiated IV1 TSC (U) and differentiated syncytiotrophoblasts (D) showing downregulation of stem cell markers CDX2 (abcam 76541), EOMES (abcam ab23345), and ELF5 (abcam ab104410), and alpha tubulin (aTUB; Sigma-Aldrich T9026) serves as loading control.
(TIF)

S2 Fig Pathways in cancer.

S3 Fig MAPK signaling pathway.

S4 Fig Focal adhesion pathway.

S5 Fig Ubiquitin-mediated proteolysis.

S6 Fig ARRIVE guidelines checklist. C57BL/6.J (B6) mice were cared for in a pathogen-free animal care facility at National Jewish Health in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines.
(PDF)

S1 Table RNA-sequencing reads: Quality, trimming, and mapping.

S2 Table X-chromosome miRNA predicted targets as identified by MultiMir analysis. Quality, trimming, and read mapping of sequenced RNAs.
(PDF)

S3 Table KEGG pathways predicted to be targeted by X-chromosome cluster microRNAs.

S4 Table Quantitative RT-PCR primers.

# Supplementary material for: Murine trophoblast-derived and pregnancy-associated exosome-enriched extracellular vesicle microRNAs: Implications for placenta driven effects on maternal physiology
**Source:** PLoS One. 2019 Feb 7;14(2):e0210675. doi: 10.1371/journal.pone.0210675
**Supplement:** S2 Table — Quality, trimming, and read mapping of sequenced RNAs.

Table S2: X-Chromosome miRNA predicted targets as identified by MultiMir analysis

**Gene ID**	**Gene Name**	**322-3p**	**322-5p**	**503-5p**	**542-3p**
Sec24a	Sec24 related gene family, member A (S. cerevisiae)	1	1	1	0
Cpeb2	cytoplasmic polyadenylation element binding protein 2	1	1	1	0
Zbtb44	zinc finger and BTB domain containing 44	1	1	1	0
Tnrc6b	trinucleotide repeat containing 6b	1	1	1	0
Ccnd2	cyclin D2	0	1	1	0
Mnt	max binding protein	0	1	1	0
Raf1	v-raf-leukemia viral oncogene 1	0	1	1	0
Ddx3x	DEAD/H (Asp-Glu-Ala-Asp/His) box polypeptide 3, X-linked	0	1	1	0
Ccne1	cyclin E1	0	1	1	0
Dyrk1b	dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1b	0	1	1	0
Pnpla6	patatin-like phospholipase domain containing 6	0	1	1	0
Map2k1	mitogen-activated protein kinase kinase 1	0	1	1	0
Cbfa2t3	core-binding factor, runt domain, alpha subunit 2, translocated to, 3 (human)	0	1	1	0
Runx1t1	runt-related transcription factor 1; translocated to, 1 (cyclin D-related)	0	1	1	0
Kif5b	kinesin family member 5B	0	1	1	0
Cbx5	chromobox 5	0	1	0	1
Wnt3a	wingless-type MMTV integration site family, member 3A	0	1	1	0
E2f3	E2F transcription factor 3	0	1	1	0
Spag7	sperm associated antigen 7	0	1	1	0
Akt3	thymoma viral proto-oncogene 3	0	1	1	0
Myb	myeloblastosis oncogene	0	1	1	0
Cdk17	cyclin-dependent kinase 17	0	1	1	0
Actr2	ARP2 actin-related protein 2	0	1	1	0
Ap3d1	adaptor-related protein complex 3, delta 1 subunit	0	1	1	0
Pex13	peroxisomal biogenesis factor 13	1	1	0	0
Jade2	jade family PHD finger 2	0	1	0	1
Sypl	synaptophysin-like protein	1	1	0	0
Rab10	RAB10, member RAS oncogene family	0	1	1	0
Helz	helicase with zinc finger domain	0	1	1	0
Pafah1b1	platelet-activating factor acetylhydrolase, isoform 1b, subunit 1	0	1	1	0
Bmpr1a	bone morphogenetic protein receptor, type 1A	0	1	1	0
Kpna3	karyopherin (importin) alpha 3	1	0	1	0
Kif21a	kinesin family member 21A	0	1	1	0
Scn8a	sodium channel, voltage-gated, type VIII, alpha	0	1	1	0
Tle4	transducin-like enhancer of split 4, homolog of Drosophila E(spl)	0	1	1	0
Cdc37l1	cell division cycle 37-like 1	0	1	1	0
Arl2	ADP-ribosylation factor-like 2	0	1	1	0
Btrc	beta-transducin repeat containing protein	0	1	1	0
Zfhx4	zinc finger homeodomain 4	0	1	1	0
Smad7	SMAD family member 7	0	1	1	0
Mob4	MOB family member 4, phocein	0	1	1	0
Mgat4a	mannoside acetylglucosaminyltransferase 4, isoenzyme A	0	1	1	0
Speg	SPEG complex locus	0	1	0	1

Kif5c	kinesin family member 5C	0	1	1	0
Strbp	spermatid perinuclear RNA binding protein	1	1	0	0
Caprin1	cell cycle associated protein 1	1	1	0	0
Dclk1	doublecortin-like kinase 1	0	1	1	0
Ash1l	ash1 (absent, small, or homeotic)-like (Drosophila)	0	1	1	0
Tmem55a	transmembrane protein 55A	0	1	1	0
Epha7	Eph receptor A7	0	1	1	0
Pappa	pregnancy-associated plasma protein A	0	1	1	0
Cc2d1b	coiled-coil and C2 domain containing 1B	0	1	1	0
Zfp362	zinc finger protein 362	0	1	1	0
Ski	ski sarcoma viral oncogene homolog (avian)	0	1	1	0
Rasgef1b	RasGEF domain family, member 1B	0	1	1	0
Foxp2	forkhead box P2	0	1	1	0
Wipi2	WD repeat domain, phosphoinositide interacting 2	0	1	1	0
Wnt7a	wingless-type MMTV integration site family, member 7A	0	1	1	0
Ubfd1	ubiquitin family domain containing 1	0	1	1	0
Tbx22	T-box 22	1	1	0	0
Klhl2	kelch-like 2, Mayven	1	0	1	0
N4bp1	NEDD4 binding protein 1	0	1	1	0
Srpr	signal recognition particle receptor ('docking protein')	0	1	1	0
Chek1	checkpoint kinase 1	0	1	1	0
Kif23	kinesin family member 23	0	1	1	0
U2surp	U2 snRNP-associated SURP domain containing	0	1	0	1
Cdc25a	cell division cycle 25A	1	1	0	0
Rbm6	RNA binding motif protein 6	0	1	1	0
Prkar2a	protein kinase, cAMP dependent regulatory, type II alpha	0	1	1	0
1700025G04Rik	RIKEN cDNA 1700025G04 gene	0	1	1	0
Slc25a37	solute carrier family 25, member 37	0	1	1	0
Arhgap5	Rho GTPase activating protein 5	1	0	0	1
Prdm4	PR domain containing 4	0	1	1	0
Tmem55b	transmembrane protein 55b	0	1	1	0
Apln	apelin	0	1	1	0
Kctd8	potassium channel tetramerisation domain containing 8	1	1	0	0
Slc20a2	solute carrier family 20, member 2	0	1	1	0
Snrk	SNF related kinase	0	1	1	0
Sobp	sine oculis-binding protein homolog (Drosophila)	0	1	1	0
Ubn2	ubiquitin 2	0	1	1	0
Akap7	A kinase (PRKA) anchor protein 7	0	1	1	0
Cpeb3	cytoplasmic polyadenylation element binding protein 3	0	1	1	0
Cbx4	chromobox 4	1	1	0	0
Cacna2d1	calcium channel, voltage-dependent, alpha2/delta subunit 1	0	1	1	0
Bptf	bromodomain PHD finger transcription factor	0	1	1	0
Rfx3	regulatory factor X, 3 (influences HLA class II expression)	0	1	1	0
Tspyl2	TSPY-like 2	0	1	1	0
Pik3r1	phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha)	0	1	1	0
Kcnj2	potassium inwardly-rectifying channel, subfamily J, member 2	0	1	1	0
Atxn2	ataxin 2	0	1	1	0
Rsbm1	rosbin, round spermatid basic protein 1	0	1	1	0
Ubr3	ubiquitin protein ligase E3 component n-recogin 3	0	1	1	0

Crebrf	CREB3 regulatory factor	0	1	1	0
Lurap1l	leucine rich adaptor protein 1-like	0	1	1	0
Cdk5r1	cyclin-dependent kinase 5, regulatory subunit 1 (p35)	0	1	1	0
Tenm2	teneurin transmembrane protein 2	0	1	1	0
Omg	oligodendrocyte myelin glycoprotein	0	1	1	0
Rictor	RPTOR independent companion of MTOR, complex 2	0	1	1	0
Zfp217	zinc finger protein 217	0	1	1	0
Acvr2a	activin receptor IIA	0	1	1	0
Zfp622	zinc finger protein 622	0	1	1	0
Arhgap20	Rho GTPase activating protein 20	0	1	1	0
Ghr	growth hormone receptor	0	1	1	0
Socs6	suppressor of cytokine signaling 6	0	1	1	0
Bcl2	B cell leukemia/lymphoma 2	0	1	1	0
Pth	parathyroid hormone	0	1	1	0
Cd2ap	CD2-associated protein	0	1	1	0
Qk	quaking	0	1	1	0
Kif1b	kinesin family member 1B	1	1	0	0
Zbtb34	zinc finger and BTB domain containing 34	0	1	1	0
Trabd2b	TraB domain containing 2B	0	1	1	0
Mob3b	MOB kinase activator 3B	0	1	1	0
Fat3	FAT tumor suppressor homolog 3 (Drosophila)	0	1	0	1
Hiat1	hippocampus abundant gene transcript 1	1	0	0	1
Gnai3	guanine nucleotide binding protein (G protein), alpha inhibiting 3	0	1	0	0
Gna12	guanine nucleotide binding protein, alpha 12	0	1	0	0
Wap	whey acidic protein	0	1	0	0
Dlg3	discs, large homolog 3 (Drosophila)	0	1	0	0
Hoxa10	homeobox A10	0	1	0	0
Slc7a7	solute carrier family 7 (cationic amino acid transporter, y+ system), member 7	0	0	0	1
Luzp1	leucine zipper protein 1	0	1	0	0
Fbxo9	f-box protein 9	0	0	0	1
Kpnb1	karyopherin (importin) beta 1	0	1	0	0
Def8	differentially expressed in FDCP 8	0	1	0	0
Ell2	elongation factor RNA polymerase II 2	0	0	1	0
Hoxc8	homeobox C8	0	1	0	0
Chordc1	cysteine and histidine-rich domain (CHORD)-containing, zinc-binding protein 1	0	1	0	0
Sept7	septin 7	1	0	0	0
Kmt2a	lysine (K)-specific methyltransferase 2A	0	1	0	0
Sdf2	stromal cell derived factor 2	0	1	0	0
Mov10	Moloney leukemia virus 10	0	0	1	0
Gmpr2	guanosine monophosphate reductase 2	1	0	0	0
Braf	Braf transforming gene	0	1	0	0
Cdk12	cyclin-dependent kinase 12	0	1	0	0
Slc2a3	solute carrier family 2 (facilitated glucose transporter), member 3	0	1	0	0
Bicd1	bicaudal D homolog 1 (Drosophila)	0	1	0	0
Klc4	kinesin light chain 4	0	1	0	0
Man1a	mannosidase 1, alpha	1	0	0	0
Nfat5	nuclear factor of activated T cells 5	1	0	0	0

Ppfia3	protein tyrosine phosphatase, receptor type, f polypeptide (PTPRF), interacting protein (liprin), alpha 3	0	0	1	0
Il7r	interleukin 7 receptor	0	1	0	0
Clcn3	chloride channel 3	0	1	0	0
Pde1c	phosphodiesterase 1C	0	1	0	0
Eif2b2	eukaryotic translation initiation factor 2B, subunit 2 beta	0	1	0	0
Hdgf	hepatoma-derived growth factor	0	1	0	0
Chd5	chromodomain helicase DNA binding protein 5	0	1	0	0
Plekha8	pleckstrin homology domain containing, family A (phosphoinositide binding specific) member 8	0	0	0	1
Igf1r	insulin-like growth factor I receptor	0	0	1	0
Insr	insulin receptor	0	1	0	0
Mef2c	myocyte enhancer factor 2C	1	0	0	0
Zfp592	zinc finger protein 592	0	1	0	0
Tfap4	transcription factor AP4	0	1	0	0
Cd247	CD247 antigen	1	0	0	0
Rfx5	regulatory factor X, 5 (influences HLA class II expression)	0	1	0	0
Ankrd13d	ankyrin repeat domain 13 family, member D	0	1	0	0
Elov11	elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 1	0	0	0	1
Ihh	Indian hedgehog	0	1	0	0
Usp19	ubiquitin specific peptidase 19	0	1	0	0
Ezh1	enhancer of zeste homolog 1 (Drosophila)	0	1	0	0
Pcdh11	protocadherin alpha 11	0	1	0	0
Homer1	homer homolog 1 (Drosophila)	0	0	1	0
Rhoa	ras homolog gene family, member A	1	0	0	0
Elavl2	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 2 (Hu antigen B)	0	0	0	1
G0s2	G0/G1 switch gene 2	0	1	0	0
Pou6f1	POU domain, class 6, transcription factor 1	0	1	0	0
Nuak2	NUAK family, SNF1-like kinase, 2	0	1	0	0
Kdsr	3-ketodihydrosphingosine reductase	0	1	0	0
Gabra1	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 1	0	0	1	0
Evi5	ecotropic viral integration site 5	0	1	0	0
Tmem167	transmembrane protein 167	0	1	0	0
Ttl5	tubulin tyrosine ligase-like family, member 5	0	1	0	0
Adgrl1	adhesion G protein-coupled receptor L1	0	1	0	0
Amotl1	angiomin-like 1	0	1	0	0
Pten	phosphatase and tensin homolog	0	0	0	1
Rnf170	ring finger protein 170	0	0	0	1
Tmem87b	transmembrane protein 87B	0	1	0	0
Csf1	colony stimulating factor 1 (macrophage)	0	1	0	0
Tbp	TATA box binding protein	0	1	0	0
Dll1	delta-like 1 (Drosophila)	0	1	0	0
Tppp3	tubulin polymerization-promoting protein family member 3	0	1	0	0
Capza2	capping protein (actin filament) muscle Z-line, alpha 2	0	1	0	0
Lcorl	ligand dependent nuclear receptor corepressor-like	0	1	0	0
Sertad4	SERTA domain containing 4	1	0	0	0
Atp1b4	ATPase, (Na+)/K ⁺ transporting, beta 4 polypeptide	0	1	0	0
Nup50	nucleoporin 50	0	1	0	0

Cntnap1	contactin associated protein-like 1	0	1	0	0
Taok1	TAO kinase 1	1	0	0	0
Cacnb4	calcium channel, voltage-dependent, beta 4 subunit	0	1	0	0
Rarb	retinoic acid receptor, beta	0	1	0	0
Suz12	suppressor of zeste 12 homolog (Drosophila)	0	1	0	0
Pitpna	phosphatidylinositol transfer protein, alpha	0	1	0	0
Med1	mediator complex subunit 1	0	1	0	0
Mttnr4	myotubularin related protein 4	0	1	0	0
Slc13a3	solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 3	0	1	0	0
Gabarap	gamma-aminobutyric acid receptor associated protein	0	0	0	1
G3bp1	GTPase activating protein (SH3 domain) binding protein 1	1	0	0	0
Rad51d	RAD51 homolog D	0	1	0	0
Ywhah	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, eta polypeptide	0	1	0	0
Zfp687	zinc finger protein 687	0	1	0	0
Trip10	thyroid hormone receptor interactor 10	0	1	0	0
Pcmt1	protein-L-isoaspartate (D-aspartate) O-methyltransferase 1	0	1	0	0
Nr2e1	nuclear receptor subfamily 2, group E, member 1	0	1	0	0
Rev3l	REV3-like, catalytic subunit of DNA polymerase zeta RAD54 like (S. cerevisiae)	1	0	0	0
Fyn	Fyn proto-oncogene	1	0	0	0
Rspo3	R-spondin 3 homolog (Xenopus laevis)	0	1	0	0
Ppp1r12a	protein phosphatase 1, regulatory (inhibitor) subunit 12A	1	0	0	0
Sgk1	serum/glucocorticoid regulated kinase 1	0	1	0	0
Map7	microtubule-associated protein 7	0	1	0	0
Ptprr	protein tyrosine phosphatase, receptor type, R	0	1	0	0
E2f7	E2F transcription factor 7	0	1	0	0
Nfyb	nuclear transcription factor-Y beta	1	0	0	0
Wdr82	WD repeat domain containing 82	0	1	0	0
Slc36a1	solute carrier family 36 (proton/amino acid symporter), member 1	0	1	0	0
Fbxw11	F-box and WD-40 domain protein 11	1	0	0	0
Sptbn1	spectrin beta, non-erythrocytic 1	1	0	0	0
Btg2	B cell translocation gene 2, anti-proliferative	0	1	0	0
Ppm1d	protein phosphatase 1D magnesium-dependent, delta isoform	0	1	0	0
Taf15	TAF15 RNA polymerase II, TATA box binding protein (TBP)-associated factor	0	1	0	0
Cdc27	cell division cycle 27	0	0	1	0
Map3k3	mitogen-activated protein kinase kinase kinase 3	0	1	0	0
Nf1	neurofibromatosis 1	0	1	0	0
Gga3	golgi associated, gamma adaptin ear containing, ARF binding protein 3	0	1	0	0
Cluh	clustered mitochondria (cluA/CLU1) homolog	0	1	0	0
Acox1	acyl-Coenzyme A oxidase 1, palmitoyl	0	1	0	0
Kiflc	kinesin family member 1C	0	0	1	0
Cpd	carboxypeptidase D	0	1	0	0
Fbxl20	F-box and leucine-rich repeat protein 20	0	1	0	0
Ctage5	CTAGE family, member 5	1	0	0	0
Noval	neuro-oncological ventral antigen 1	1	0	0	0

Ppm1a	protein phosphatase 1A, magnesium dependent, alpha isoform	1	0	0	0
Hif1a	hypoxia inducible factor 1, alpha subunit	1	0	0	0
Vti1b	vesicle transport through interaction with t-SNAREs 1B	0	1	0	0
Tshz3	teashirt zinc finger family member 3	1	0	0	0
Traf3	TNF receptor-associated factor 3	0	1	0	0
Lrrc16a	leucine rich repeat containing 16A	1	0	0	0
Prpf4b	PRP4 pre-mRNA processing factor 4 homolog B (yeast)	1	0	0	0
Sptlc1	serine palmitoyltransferase, long chain base subunit 1	0	1	0	0
Drd1	dopamine receptor D1	0	1	0	0
Smad5	SMAD family member 5	0	1	0	0
Mctp1	multiple C2 domains, transmembrane 1	1	0	0	0
Btf3	basic transcription factor 3	0	0	1	0
Col4a3bp	collagen, type IV, alpha 3 (Goodpasture antigen) binding protein	0	1	0	0
Scamp1	secretory carrier membrane protein 1	1	0	0	0
Slc4a7	solute carrier family 4, sodium bicarbonate cotransporter, member 7	0	1	0	0
Ppap2a	phosphatidic acid phosphatase type 2A	0	1	0	0
Fst	follistatin	1	0	0	0
Ube2e1	ubiquitin-conjugating enzyme E2E 1	0	0	0	1
Glud1	glutamate dehydrogenase 1	0	1	0	0
Ppp3cb	protein phosphatase 3, catalytic subunit, beta isoform	0	1	0	0
Vcl	vinculin	1	0	0	0
Mapk1ip1l	mitogen-activated protein kinase 1 interacting protein 1-like	0	1	0	0
Mapk8	mitogen-activated protein kinase 8	0	1	0	0
Zmym2	zinc finger, MYM-type 2	0	1	0	0
Dcp1a	DCP1 decapping enzyme homolog A (S. cerevisiae)	0	1	0	0
Hmbox1	homeobox containing 1	0	1	0	0
Fgf9	fibroblast growth factor 9	0	1	0	0
Extl3	exostoses (multiple)-like 3	0	0	1	0
Wnt5a	wingless-type MMTV integration site family, member 5A	1	0	0	0
Lcp1	lymphocyte cytosolic protein 1	1	0	0	0
Tsc22d1	TSC22 domain family, member 1	0	0	0	1
Xpo7	exportin 7	0	1	0	0
Dcaf11	DDB1 and CUL4 associated factor 11	1	0	0	0
Zhx1	zinc fingers and homeoboxes 1	0	1	0	0
Fam49b	family with sequence similarity 49, member B	1	0	0	0
Desil	desumoylating isopeptidase 1	0	1	0	0
1810013L24Rik	RIKEN cDNA 1810013L24 gene	0	1	0	0
Atp13a3	ATPase type 13A3	0	1	0	0
Alcam	activated leukocyte cell adhesion molecule	0	0	0	1
Ube2v2	ubiquitin-conjugating enzyme E2 variant 2	1	0	0	0
Sidt1	SID1 transmembrane family, member 1	0	1	0	0
Usp7	ubiquitin specific peptidase 7	0	1	0	0
Gsk3b	glycogen synthase kinase 3 beta	0	1	0	0
Usp25	ubiquitin specific peptidase 25	1	0	0	0
App	amyloid beta (A4) precursor protein	0	1	0	0
Adamts5	a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 5 (aggrecanase-2)	0	1	0	0

Dyrk1a	dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1a	0	1	0	0
Kpna1	karyopherin (importin) alpha 1	0	1	0	0
Son	Son DNA binding protein	0	1	0	0
Synj1	synaptojanin 1	0	1	0	0
Slc4a8	solute carrier family 4 (anion exchanger), member 8	0	1	0	0
Tarbp2	TAR (HIV) RNA binding protein 2	0	1	0	0
Sncg	synuclein, gamma	0	1	0	0
Akirin1	akirin 1	0	0	1	0
Pisd	phosphatidylserine decarboxylase	0	1	0	0
Igf2r	insulin-like growth factor 2 receptor	0	1	0	0
Vegfa	vascular endothelial growth factor A	0	1	0	0
Ptk7	PTK7 protein tyrosine kinase 7	0	0	1	0
Pim1	proviral integration site 1	0	1	0	0
Anks1	ankyrin repeat and SAM domain containing 1	0	0	1	0
Cul2	cullin 2	0	1	0	0
Syt4	synaptotagmin IV	0	1	0	0
Rnf138	ring finger protein 138	0	1	0	0
Sall3	sal-like 3 (Drosophila)	0	0	1	0
Nedd41	neural precursor cell expressed, developmentally down-regulated gene 4-like	1	0	0	0
Slc12a2	solute carrier family 12, member 2	0	1	0	0
Rtn3	reticulon 3	0	1	0	0
Otub1	OTU domain, ubiquitin aldehyde binding 1	0	1	0	0
Pcgf5	polycomb group ring finger 5	1	0	0	0
Rad9a	RAD9 homolog A	0	1	0	0
Gldc	glycine decarboxylase	0	0	0	1
Peli3	pellino 3	0	1	0	0
Esrra	estrogen related receptor, alpha	0	1	0	0
Shoc2	soc-2 (suppressor of clear) homolog (C. elegans)	0	1	0	0
Eif3a	eukaryotic translation initiation factor 3, subunit A	0	1	0	0
Arl3	ADP-ribosylation factor-like 3	0	1	0	0
Arhgdia	Rho GDP dissociation inhibitor (GDI) alpha	0	1	0	0
Entpd7	ectonucleoside triphosphate diphosphohydrolase 7	0	1	0	0
Arih1	ariadne ubiquitin-conjugating enzyme E2 binding protein homolog 1 (Drosophila)	0	1	0	0
Itgb8	integrin beta 8	0	1	0	0
Sp4	trans-acting transcription factor 4	1	0	0	0
Aatk	apoptosis-associated tyrosine kinase	0	1	0	0
Hdhd2	haloacid dehalogenase-like hydrolase domain containing 2	1	0	0	0
Clns1a	chloride channel, nucleotide-sensitive, 1A	0	0	0	1
Cpeb1	cytoplasmic polyadenylation element binding protein 1	0	1	0	0
Cnksr2	connector enhancer of kinase suppressor of Ras 2	0	1	0	0
Hspa4l	heat shock protein 4 like	0	1	0	0
Pgm2	phosphoglucomutase 2	0	1	0	0
Gria4	glutamate receptor, ionotropic, AMPA4 (alpha 4)	0	0	0	1
Mybl1	myeloblastosis oncogene-like 1	1	0	0	0
Eya1	eyes absent 1 homolog (Drosophila)	0	1	0	0
Tram1	translocating chain-associating membrane protein 1	0	1	0	0
Slc39a10	solute carrier family 39 (zinc transporter), member 10	0	1	0	0
Cd28	CD28 antigen	0	1	0	0
Eif5b	eukaryotic translation initiation factor 5B	0	1	0	0

Tmeff2	transmembrane protein with EGF-like and two follistatin-like domains 2	1	0	0	0
Dst	dystonin	1	0	0	0
Fam135a	family with sequence similarity 135, member A	0	0	1	0
Agfg1	ArfGAP with FG repeats 1	1	0	0	0
Tuba4a	tubulin, alpha 4A	0	1	0	0
Htr4	5 hydroxytryptamine (serotonin) receptor 4	0	1	0	0
Pam	peptidylglycine alpha-amidating monooxygenase	0	0	1	0
Ccnt2	cyclin T2	0	1	0	0
Tsn	translin	1	0	0	0
Rassf5	Ras association (RalGDS/AF-6) domain family member 5	0	1	0	0
Nucks1	nuclear casein kinase and cyclin-dependent kinase substrate 1	0	1	0	0
Xpr1	xenotropic and polytropic retrovirus receptor 1	0	1	0	0
Lamc1	laminin, gamma 1	0	1	0	0
Desi2	desumoylating isopeptidase 2	1	0	0	0
Cfap45	cilia and flagella associated protein 45	0	1	0	0
Abl2	v-abl Abelson murine leukemia viral oncogene 2 (arg, Abelson-related gene)	0	1	0	0
Esrrg	estrogen-related receptor gamma	0	1	0	0
Tmem206	transmembrane protein 206	0	1	0	0
Plxna2	plexin A2	0	1	0	0
Hsd17b7	hydroxysteroid (17-beta) dehydrogenase 7	1	0	0	0
Ppp6c	protein phosphatase 6, catalytic subunit	0	1	0	0
Golgal	golgi autoantigen, golgin subfamily a, 1	0	1	0	0
Zbtb43	zinc finger and BTB domain containing 43	0	1	0	0
Olfm1	olfactomedin 1	1	0	0	0
Dolpp1	dolichyl pyrophosphate phosphatase 1	0	1	0	0
Phf19	PHD finger protein 19	0	1	0	0
Lhx6	LIM homeobox protein 6	0	1	0	0
Camsap1	calmodulin regulated spectrin-associated protein 1	0	1	0	0
Lhx3	LIM homeobox protein 3	0	1	0	0
Lrp2	low density lipoprotein receptor-related protein 2	0	1	0	0
Sp3	trans-acting transcription factor 3	1	0	0	0
Ttc17	tetratricopeptide repeat domain 17	0	0	1	0
Sema6d	sema domain, transmembrane domain (TM), and cytoplasmic domain, (semaphorin) 6D	0	1	0	0
Cops2	COP9 (constitutive photomorphogenic) homolog, subunit 2 (Arabidopsis thaliana)	0	1	0	0
Arfgap2	ADP-ribosylation factor GTPase activating protein 2	0	1	0	0
Mkks	McKusick-Kaufman syndrome	0	1	0	0
Mtch2	mitochondrial carrier homolog 2 (C. elegans)	0	1	0	0
Dll4	delta-like 4 (Drosophila)	0	1	0	0
1700037H04Rik	RIKEN cDNA 1700037H04 gene	0	1	0	0
Polr3f	polymerase (RNA) III (DNA directed) polypeptide F	0	1	0	0
Bpifa1	BPI fold containing family A, member 1	0	1	0	0
Bpifa5	BPI fold containing family A, member 5	0	1	0	0
Phactr3	phosphatase and actin regulator 3	1	0	0	0
Snx16	sorting nexin 16	0	1	0	0
Sall4	sal-like 4 (Drosophila)	0	1	0	0
Tbllxr1	transducin (beta)-like 1X-linked receptor 1	0	1	0	0
Ttc14	tetratricopeptide repeat domain 14	0	1	0	0

Mecom	MDS1 and EVI1 complex locus	1	0	0	0
Sec62	SEC62 homolog (S. cerevisiae)	0	1	0	0
Slc7a11	solute carrier family 7 (cationic amino acid transporter, y+ system), member 11	0	0	0	1
Nbea	neurobeachin	1	0	0	0
Tsc22d2	TSC22 domain family, member 2	1	0	0	0
Kcnab1	potassium voltage-gated channel, shaker-related subfamily, beta member 1	0	1	0	0
Pdcd10	programmed cell death 10	1	0	0	0
Syt6	synaptotagmin VI	0	0	0	1
Stxbp3a	syntaxin binding protein 3A	0	1	0	0
Plrg1	pleiotropic regulator 1, PRL1 homolog (Arabidopsis)	0	1	0	0
Gucylb3	guanylate cyclase 1, soluble, beta 3	1	0	0	0
Fubp1	far upstream element (FUSE) binding protein 1	1	0	0	0
Fbxw7	F-box and WD-40 domain protein 7	0	1	0	0
Tspan5	tetraspanin 5	0	1	0	0
Cth	cystathionase (cystathionine gamma-lyase)	1	0	0	0
Col24a1	collagen, type XXIV, alpha 1	0	1	0	0
Asph	aspartate-beta-hydroxylase	1	0	0	0
Calb1	calbindin 1	0	0	0	1
Tmem68	transmembrane protein 68	1	0	0	0
Pnir	PNN interacting serine/arginine-rich	0	1	0	0
Rragd	Ras-related GTP binding D	1	0	0	0
Ptbp3	polypyrimidine tract binding protein 3	1	0	0	0
Mpdz	multiple PDZ domain protein	1	0	0	0
Rad23b	RAD23b homolog (S. cerevisiae)	0	1	0	0
Rgp1	RGP1 retrograde golgi transport homolog (S. cerevisiae)	0	1	0	0
Reck	reversion-inducing-cysteine-rich protein with kazal motifs	0	1	0	0
Ak4	adenylate kinase 4	0	1	0	0
Elavl4	ELAV (embryonic lethal, abnormal vision, Drosophila)-like 4 (Hu antigen D)	1	0	0	0
Caap1	caspase activity and apoptosis inhibitor 1	1	0	0	0
Lypla2	lysophospholipase 2	0	1	0	0
Mknk1	MAP kinase-interacting serine/threonine kinase 1	0	1	0	0
Hgf	hepatocyte growth factor	0	1	0	0
Sema3a	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3A	0	1	0	0
Ube4b	ubiquitination factor E4B	0	1	0	0
Mfn2	mitofusin 2	0	1	0	0
Nsg1	neuron specific gene family member 1	0	1	0	0
Fosl2	fos-like antigen 2	0	1	0	0
Nrbp1	nuclear receptor binding protein 1	0	1	0	0
Ppargc1a	peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	0	1	0	0
Sel1l3	sel-1 suppressor of lin-12-like 3 (C. elegans)	0	1	0	0
Tbc1d14	TBC1 domain family, member 14	1	0	0	0
Ugdh	UDP-glucose dehydrogenase	1	0	0	0
Apbb2	amyloid beta (A4) precursor protein-binding, family B, member 2	0	0	0	1
Slc30a9	solute carrier family 30 (zinc transporter), member 9	1	0	0	0
Clock	circadian locomotor output cycles kaput	0	1	0	0
Mtf2	metal response element binding transcription factor 2	0	0	0	1

Fam69a	family with sequence similarity 69, member A	0	1	0	0
Tgfr3	transforming growth factor, beta receptor III	0	1	0	0
Hnrnpdl	heterogeneous nuclear ribonucleoprotein D-like	1	0	0	0
Ereg	epiregulin	1	0	0	0
Tmed2	transmembrane emp24 domain trafficking protein 2	1	0	0	0
Sfswap	splicing factor, suppressor of white-apricot homolog (Drosophila)	1	0	0	0
Pdap1	PDGFA associated protein 1	0	1	0	0
Ndufa4	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 4	1	0	0	0
Usp12	ubiquitin specific peptidase 12	0	1	0	0
Zkscan1	zinc finger with KRAB and SCAN domains 1	0	1	0	0
Dync1i1	dynein cytoplasmic 1 intermediate chain 1	0	1	0	0
Plxna4	plexin A4	0	1	0	0
Ahcyl2	S-adenosylhomocysteine hydrolase-like 2	0	1	0	0
Avl9	AVL9 homolog (S. cerevisiae)	0	1	0	0
4921507P07Rik	RIKEN cDNA 4921507P07 gene	1	0	0	0
Zfml	zinc finger, matrin-like	1	0	0	0
Lrig1	leucine-rich repeats and immunoglobulin-like domains 1	0	1	0	0
Nup210	nucleoporin 210	0	1	0	0
Itp1	inositol 1,4,5-trisphosphate receptor 1	0	1	0	0
Ret	ret proto-oncogene	0	1	0	0
Tmcc1	transmembrane and coiled coil domains 1	0	1	0	0
Lrp6	low density lipoprotein receptor-related protein 6	0	1	0	0
Wbp11	WW domain binding protein 11	0	1	0	0
Aebp2	AE binding protein 2	1	0	0	0
Rassf8	Ras association (RalGDS/AF-6) domain family (N-terminal) member 8	0	1	0	0
Etnk1	ethanolamine kinase 1	0	1	0	0
Vamp1	vesicle-associated membrane protein 1	0	1	0	0
Crtc3	CREB regulated transcription coactivator 3	0	1	0	0
Vps33b	vacuolar protein sorting 33B (yeast)	0	1	0	0
Rab38	RAB38, member RAS oncogene family	0	0	0	1
Pik3c2a	phosphatidylinositol 3-kinase, C2 domain containing, alpha polypeptide	0	0	1	0
Ipo5	importin 5	1	0	0	0
Arhgap17	Rho GTPase activating protein 17	1	0	0	0
Rbbp6	retinoblastoma binding protein 6	0	1	0	0
Gga2	golgi associated, gamma adaptin ear containing, ARF binding protein 2	0	1	0	0
Stim1	stromal interaction molecule 1	0	1	0	0
Usp9x	ubiquitin specific peptidase 9, X chromosome	0	1	0	0
Cask	calcium/calmodulin-dependent serine protein kinase (MAGUK family)	0	1	0	0
Swap70	SWA-70 protein	0	1	0	0
Wee1	WEE 1 homolog 1 (S. pombe)	0	1	0	0
Zfp300	zinc finger protein 300	0	1	0	0
Slc6a14	solute carrier family 6 (neurotransmitter transporter), member 14	1	0	0	0
Cul4b	cullin 4B	1	0	0	0
Smarca1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 1	0	0	1	0

Gpc4	glypican 4	1	0	0	0
Fgf13	fibroblast growth factor 13	0	0	0	1
Dynlt3	dynein light chain Tctex-type 3	0	1	0	0
Tnmd	tenomodulin	1	0	0	0
Acsl4	acyl-CoA synthetase long-chain family member 4	0	1	0	0
Lrch2	leucine-rich repeats and calponin homology (CH) domain containing 2	1	0	0	0
Chic1	cysteine-rich hydrophobic domain 1	0	1	0	0
Gpm6b	glycoprotein m6b	1	0	0	0
Zfp275	zinc finger protein 275	0	1	0	0
Mpp1	membrane protein, palmitoylated	0	1	0	0
Tpte	transmembrane phosphatase with tensin homology	1	0	0	0
Slit2	slit homolog 2 (Drosophila)	0	1	0	0
Fgfr1	fibroblast growth factor receptor 1	0	1	0	0
Slc7a2	solute carrier family 7 (cationic amino acid transporter, y+ system), member 2	0	1	0	0
Fgf20	fibroblast growth factor 20	0	1	0	0
Sal1	sal-like 1 (Drosophila)	0	1	0	0
Pou4f2	POU domain, class 4, transcription factor 2	0	1	0	0
DnaJ2	DnaJ (Hsp40) homolog, subfamily A, member 2	0	0	1	0
Phlpp2	PH domain and leucine rich repeat protein phosphatase 2	0	1	0	0
Cx3cl1	chemokine (C-X3-C motif) ligand 1	0	1	0	0
Nfatc3	nuclear factor of activated T cells, cytoplasmic, calcineurin dependent 3	0	1	0	0
Pla2g15	phospholipase A2, group XV	0	1	0	0
Vps26b	vacuolar protein sorting 26 homolog B (yeast)	1	0	0	0
Usp2	ubiquitin specific peptidase 2	0	0	1	0
Pvrl1	poliovirus receptor-related 1	0	1	0	0
Ppp2r1b	protein phosphatase 2, regulatory subunit A, beta	0	1	0	0
Cadml	cell adhesion molecule 1	0	1	0	0
Bace1	beta-site APP cleaving enzyme 1	0	1	0	0
Ddx25	DEAD (Asp-Glu-Ala-Asp) box polypeptide 25	0	0	0	1
Nlr1	NLR family member X1	0	1	0	0
Abcg4	ATP-binding cassette, sub-family G (WHITE), member 4	0	1	0	0
Rnf111	ring finger 111	0	1	0	0
Phip	pleckstrin homology domain interacting protein	0	1	0	0
Col12a1	collagen, type XII, alpha 1	0	1	0	0
Neol	neogenin	1	0	0	0
Smad3	SMAD family member 3	0	1	0	0
Lrrfip2	leucine rich repeat (in FLII) interacting protein 2	0	1	0	0
Arpp21	cyclic AMP-regulated phosphoprotein, 21	0	1	0	0
Pdcd6ip	programmed cell death 6 interacting protein	0	1	0	0
Srprb	signal recognition particle receptor, B subunit	0	1	0	0
Ip6k1	inositol hexaphosphate kinase 1	0	0	1	0
Nckip5d	NCK interacting protein with SH3 domain	0	1	0	0
Crebl2	cAMP responsive element binding protein-like 2	0	1	0	0
Kank1	KN motif and ankyrin repeat domains 1	0	0	1	0
Abtb2	ankyrin repeat and BTB (POZ) domain containing 2	0	1	0	0
Snx33	sorting nexin 33	0	1	0	0
Ank2	ankyrin 2, brain	0	1	0	0
Fbxo21	F-box protein 21	0	1	0	0
Lrig2	leucine-rich repeats and immunoglobulin-like domains 2	0	1	0	0

Fkbp1a	FK506 binding protein 1a	0	1	0	0
Chpf	chondroitin polymerizing factor	0	0	1	0
Nlrp4f	NLR family, pyrin domain containing 4F	0	1	0	0
Cdc14b	CDC14 cell division cycle 14B	0	1	0	0
Rnf125	ring finger protein 125	0	1	0	0
Ttl4	tubulin tyrosine ligase-like family, member 4	0	0	0	1
Lpp	LIM domain containing preferred translocation partner in lipoma	0	0	0	1
Map2k4	mitogen-activated protein kinase kinase 4	1	0	0	0
Cacul1	CDK2 associated, cullin domain 1	0	1	0	0
Rbfox2	RNA binding protein, fox-1 homolog (C. elegans) 2	0	1	0	0
Adgrb3	adhesion G protein-coupled receptor B3	1	0	0	0
Rbm4b	RNA binding motif protein 4B	1	0	0	0
Atp7a	ATPase, Cu ⁺⁺ transporting, alpha polypeptide	0	1	0	0
Pds5b	PDS5, regulator of cohesion maintenance, homolog B (S. cerevisiae)	1	0	0	0
Lrrc58	leucine rich repeat containing 58	0	0	1	0
Ogt	O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase)	0	1	0	0
Cnd3	cyclin D3	0	0	1	0
Irf2bpl	interferon regulatory factor 2 binding protein-like	0	1	0	0
Fhod3	formin homology 2 domain containing 3	0	0	0	1
Mtmr3	myotubularin related protein 3	0	1	0	0
Slc41a2	solute carrier family 41, member 2	0	1	0	0
Gpatch8	G patch domain containing 8	0	1	0	0
Ankrd12	ankyrin repeat domain 12	1	0	0	0
Cnot6l	CCR4-NOT transcription complex, subunit 6-like	0	0	1	0
B3galt1	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 1	0	0	1	0
Tet3	tet methylcytosine dioxygenase 3	0	1	0	0
Ttc21b	tetratricopeptide repeat domain 21B	0	1	0	0
Cobl1	Cobl-like 1	0	1	0	0
Sidt2	SID1 transmembrane family, member 2	0	1	0	0
5031414D18Rik	RIKEN cDNA 5031414D18 gene	0	1	0	0
Vat1	vesicle amine transport protein 1 homolog (T. californica)	0	1	0	0
Dpp4	dipeptidylpeptidase 4	0	1	0	0
Fbxo33	F-box protein 33	0	0	1	0
Nfkbiz	nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, zeta	1	0	0	0
Pdzn3	PDZ domain containing RING finger 3	1	0	0	0
Tab3	TGF-beta activated kinase 1/MAP3K7 binding protein 3	0	1	0	0
Pcdh17	protocadherin 17	0	1	0	0
Ky	kyphoscoliosis peptidase	0	1	0	0
Fam179b	family with sequence similarity 179, member B	1	0	0	0
Frmpd1	FERM and PDZ domain containing 1	0	1	0	0
Rsfl	remodeling and spacing factor 1	0	1	0	0
Kcnc2	potassium voltage gated channel, Shaw-related subfamily, member 2	0	1	0	0
Rnf38	ring finger protein 38	1	0	0	0
Dync1li2	dynein, cytoplasmic 1 light intermediate chain 2	0	1	0	0
Ythdc1	YTH domain containing 1	0	1	0	0

Cox8a	cytochrome c oxidase subunit VIIIa	1	0	0	0
Slain2	SLAIN motif family, member 2	0	0	0	1
Slc17a2	solute carrier family 17 (sodium phosphate), member 2	0	1	0	0
Kctd1	potassium channel tetramerisation domain containing 1	0	1	0	0
9530068E07Rik	RIKEN cDNA 9530068E07 gene	0	0	0	1
Serbp1	serpine1 mRNA binding protein 1	0	1	0	0
Ppp1r11	protein phosphatase 1, regulatory (inhibitor) subunit 11	0	1	0	0
Pcdh8	protocadherin 8	0	0	0	1
Tmem255a	transmembrane protein 255A	0	1	0	0
Alx1	ALX homeobox 1	0	0	0	1
Ago2	argonaute RISC catalytic subunit 2	0	1	0	0
Cab39	calcium binding protein 39	0	1	0	0
Siah1a	seven in absentia 1A	0	1	0	0
Syde2	synapse defective 1, Rho GTPase, homolog 2 (C. elegans)	0	1	0	0
Ehmt1	euchromatic histone methyltransferase 1	1	0	0	0
Spryd3	SPRY domain containing 3	0	1	0	0
Otud4	OTU domain containing 4	0	1	0	0
D15Ert621e	DNA segment, Chr 15, ERATO Doi 621, expressed	0	1	0	0
Mycn	v-myc myelocytomatosis viral related oncogene, neuroblastoma derived (avian)	1	0	0	0
Islr	immunoglobulin superfamily containing leucine-rich repeat	0	1	0	0
Ctbp1	C-terminal binding protein 1	1	0	0	0
Atg14	autophagy related 14	0	1	0	0
Tob1	transducer of ErbB-2.1	1	0	0	0
Wdtd1	WD and tetratricopeptide repeats 1	0	1	0	0
Phc3	polyhomeotic-like 3 (Drosophila)	0	1	0	0
Fermt2	fermitin family homolog 2 (Drosophila)	0	1	0	0
Tmem33	transmembrane protein 33	0	1	0	0
Eef1a1	eukaryotic translation elongation factor 1 alpha 1	0	0	0	1
Fam76b	family with sequence similarity 76, member B	1	0	0	0
Ankrd13b	ankyrin repeat domain 13b	0	0	1	0
Bank1	B cell scaffold protein with ankyrin repeats 1	1	0	0	0
Rnf144b	ring finger protein 144B	0	1	0	0
Fkbp14	FK506 binding protein 14	1	0	0	0
Phf20	PHD finger protein 20	0	1	0	0
Cdon	cell adhesion molecule-related/down-regulated by oncogenes	0	1	0	0
Stox2	storkhead box 2	0	1	0	0
Satb2	special AT-rich sequence binding protein 2	0	1	0	0
Higd1a	HIG1 domain family, member 1A	0	1	0	0
Fchsd1	FCH and double SH3 domains 1	0	1	0	0
Nfe2l1	nuclear factor, erythroid derived 2,-like 1	0	0	1	0
Ensa	endosulfine alpha	1	0	0	0
Trps1	trichorhinophalangeal syndrome I (human)	1	0	0	0
Dsel	dermatan sulfate epimerase-like	0	1	0	0
Pbx3	pre B cell leukemia homeobox 3	0	1	0	0
Ptpn3	protein tyrosine phosphatase, non-receptor type 3	0	1	0	0
Smurf1	SMAD specific E3 ubiquitin protein ligase 1	0	1	0	0
Scgb3a2	secretoglobin, family 3A, member 2	1	0	0	0
Kat7	K(lysine) acetyltransferase 7	0	0	0	1
Tasp1	taspase, threonine aspartase 1	0	1	0	0

Rreb1	ras responsive element binding protein 1	0	1	0	0
Tbcd19	TBC1 domain family, member 19	1	0	0	0
Tmem135	transmembrane protein 135	0	1	0	0
Ypel5	yippee-like 5 (Drosophila)	0	0	0	1
Fam60a	family with sequence similarity 60, member A	0	1	0	0
Magi2	membrane associated guanylate kinase, WW and PDZ domain containing 2	0	0	0	1
Lats1	large tumor suppressor	0	1	0	0
Rab11fip2	RAB11 family interacting protein 2 (class I)	0	1	0	0
Negr1	neuronal growth regulator 1	1	0	0	0
Baz2a	bromodomain adjacent to zinc finger domain, 2A	0	1	0	0
Prrc2c	proline-rich coiled-coil 2C	0	1	0	0
Sema3d	sema domain, immunoglobulin domain (Ig), short basic domain, secreted, (semaphorin) 3D	0	1	0	0
Cdk6	cyclin-dependent kinase 6	0	1	0	0
Ankib1	ankyrin repeat and IBR domain containing 1	0	1	0	0
Gpr63	G protein-coupled receptor 63	0	1	0	0
Wdr47	WD repeat domain 47	0	1	0	0
Abhd13	abhydrolase domain containing 13	0	1	0	0
Argl1	arginine and glutamate rich 1	1	0	0	0
Zfp609	zinc finger protein 609	0	1	0	0
Btaf1	BTAf1 RNA polymerase II, B-TFIID transcription factor-associated, (Mot1 homolog, S. cerevisiae)	0	1	0	0
Erc2	ELKS/RAB6-interacting/CAST family member 2	0	1	0	0
Fam208a	family with sequence similarity 208, member A	1	0	0	0
Szrd1	SUZ RNA binding domain containing 1	0	1	0	0
Ino80d	INO80 complex subunit D	1	0	0	0
Wwp1	WW domain containing E3 ubiquitin protein ligase 1	0	1	0	0
Pcf11	cleavage and polyadenylation factor subunit homolog (S. cerevisiae)	0	1	0	0
Wapal	wings apart-like homolog (Drosophila)	0	1	0	0
Arhgap32	Rho GTPase activating protein 32	0	1	0	0
Ago1	argonaute RISC catalytic subunit 1	0	1	0	0
Sox5	SRY (sex determining region Y)-box 5	0	0	1	0
Rnf10	ring finger protein 10	0	1	0	0
Ptpre	protein tyrosine phosphatase, receptor type, E	1	0	0	0
Tlk1	tousled-like kinase 1	0	1	0	0
Wdr60	WD repeat domain 60	0	0	0	1
Bhmt2	betaine-homocysteine methyltransferase 2	0	1	0	0
Ppig	peptidyl-prolyl isomerase G (cyclophilin G)	0	1	0	0
Spr2i	small proline-rich protein 2I	0	0	0	1
Papd4	PAP associated domain containing 4	1	0	0	0
0610010F05Rik	RIKEN cDNA 0610010F05 gene	1	0	0	0
Tmc7	transmembrane channel-like gene family 7	0	1	0	0
Cilp	cartilage intermediate layer protein, nucleotide pyrophosphohydrolase	0	0	0	1
Tmem183a	transmembrane protein 183A	0	1	0	0
Fam63b	family with sequence similarity 63, member B	1	0	0	0
Hoxd1	homeobox D1	0	0	1	0
Reln	reelin	0	1	0	0
Ago4	argonaute RISC catalytic subunit 4	0	1	0	0
Dmtf1	cyclin D binding myb-like transcription factor 1	0	1	0	0

Kcnj12	potassium inwardly-rectifying channel, subfamily J, member 12	1	0	0	0
Ube2q1	ubiquitin-conjugating enzyme E2Q (putative) 1	0	1	0	0
Tfap2d	transcription factor AP-2, delta	0	1	0	0
Rgs8	regulator of G-protein signaling 8	0	1	0	0
Garem	GRB2 associated, regulator of MAPK1	0	1	0	0
Smg7	Smg-7 homolog, nonsense mediated mRNA decay factor (C. elegans)	0	1	0	0
Aqp11	aquaporin 11	0	1	0	0
Rasef	RAS and EF hand domain containing	0	1	0	0
Tmem64	transmembrane protein 64	1	0	0	0
Rab9b	RAB9B, member RAS oncogene family	0	1	0	0
Zc2hc1a	zinc finger, C2HC-type containing 1A	0	1	0	0
Ubxn10	UBX domain protein 10	0	1	0	0
Thrap3	thyroid hormone receptor associated protein 3	1	0	0	0
A830010M20Rik	RIKEN cDNA A830010M20 gene	0	1	0	0
Grsf1	G-rich RNA sequence binding factor 1	0	0	0	1
Bhlha9	basic helix-loop-helix family, member a9	0	1	0	0
Tmem74b	transmembrane protein 74B	0	1	0	0
Zbtb39	zinc finger and BTB domain containing 39	0	1	0	0
Csrnp2	cysteine-serine-rich nuclear protein 2	0	1	0	0
Csrnp3	cysteine-serine-rich nuclear protein 3	1	0	0	0
Ccnj1	cyclin J-like	0	1	0	0
Lsm11	U7 snRNP-specific Sm-like protein LSM11	0	1	0	0
Mylk4	myosin light chain kinase family, member 4	0	1	0	0
2310047M10Rik	RIKEN cDNA 2310047M10 gene	0	1	0	0
Med26	mediator complex subunit 26	0	1	0	0
Rtn4r11	reticulon 4 receptor-like 1	1	0	0	0
Sowahb	sosondowah ankyrin repeat domain family member B	0	0	1	0
Zfp423	zinc finger protein 423	0	0	1	0
Hnrnp2	heterogeneous nuclear ribonucleoprotein H2	1	0	0	0
Pid1	phosphotyrosine interaction domain containing 1	0	1	0	0
Adrb2	adrenergic receptor, beta 2	0	1	0	0
Zswim3	zinc finger SWIM-type containing 3	0	1	0	0
Slitrk6	SLIT and NTRK-like family, member 6	0	1	0	0
Eif4g1	eukaryotic translation initiation factor 4, gamma 1	0	0	1	0
Onecut2	one cut domain, family member 2	0	1	0	0
Iqub	IQ motif and ubiquitin domain containing	1	0	0	0
Scaf8	SR-related CTD-associated factor 8	1	0	0	0
Ppm1e	protein phosphatase 1E (PP2C domain containing)	0	1	0	0
Scn4b	sodium channel, type IV, beta	0	1	0	0
Tcaim	T cell activation inhibitor, mitochondrial	0	1	0	0
Mtfr11	mitochondrial fission regulator 1-like	0	1	0	0
Hmgal	high mobility group AT-hook 1	0	1	0	0
Cldn12	claudin 12	0	1	0	0
Atxn1	ataxin 1	0	0	0	1
Cd24a	CD24a antigen	1	0	0	0
Zfp654	zinc finger protein 654	0	1	0	0
Tet1	tet methylcytosine dioxygenase 1	1	0	0	0
Emc6	ER membrane protein complex subunit 6	0	0	1	0
Rnf152	ring finger protein 152	0	1	0	0
Zcchc5	zinc finger, CCHC domain containing 5	0	1	0	0

Cdca4	cell division cycle associated 4	0	1	0	0
Usp14	ubiquitin specific peptidase 14	0	1	0	0
Nat8l	N-acetyltransferase 8-like	0	1	0	0
Pskh1	protein serine kinase H1	0	1	0	0
Bdnf	brain derived neurotrophic factor	0	1	0	0
Tob2	transducer of ERBB2, 2	0	1	0	0
Ccdc6	coiled-coil domain containing 6	0	1	0	0
Dcun1d3	DCN1, defective in cullin neddylation 1, domain containing 3 (<i>S. cerevisiae</i>)	1	0	0	0
Vstm2a	V-set and transmembrane domain containing 2A	0	1	0	0
Rnf24	ring finger protein 24	0	1	0	0
Efna5	ephrin A5	0	0	0	1
Dcaf5	DDB1 and CUL4 associated factor 5	0	1	0	0
Dcaf7	DDB1 and CUL4 associated factor 7	0	1	0	0
Aff4	AF4/FMR2 family, member 4	0	1	0	0
C1ql3	C1q-like 3	0	1	0	0
Bag5	BCL2-associated athanogene 5	0	1	0	0
Rap2c	RAP2C, member of RAS oncogene family	0	1	0	0
Hoxd10	homeobox D10	1	0	0	0
Fam171a1	family with sequence similarity 171, member A1	0	1	0	0
2310061I04Rik	RIKEN cDNA 2310061I04 gene	0	1	0	0
Usp42	ubiquitin specific peptidase 42	0	1	0	0
Rab11fip5	RAB11 family interacting protein 5 (class I)	1	0	0	0
Plekhm3	pleckstrin homology domain containing, family M, member 3	0	0	0	1
Zfp46	zinc finger protein 46	0	1	0	0
Tacstd2	tumor-associated calcium signal transducer 2	0	1	0	0
Dcun1d4	DCN1, defective in cullin neddylation 1, domain containing 4 (<i>S. cerevisiae</i>)	0	1	0	0
Sox6	SRY (sex determining region Y)-box 6	0	1	0	0
5031410I06Rik	RIKEN cDNA 5031410I06 gene	0	1	0	0
Casr	calcium-sensing receptor	0	1	0	0
Btla	B and T lymphocyte associated	0	1	0	0
Sema5b	sema domain, seven thrombospondin repeats (type 1 and type 1-like), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 5B	0	1	0	0
Hbb-y	hemoglobin Y, beta-like embryonic chain	1	0	0	0
Trpm3	transient receptor potential cation channel, subfamily M, member 3	0	1	0	0
Tnrc6a	trinucleotide repeat containing 6a	1	0	0	0
Zfp608	zinc finger protein 608	1	0	0	0
Reep1	receptor accessory protein 1	0	1	0	0
Creb5	cAMP responsive element binding protein 5	0	0	1	0
Dspp	dentin sialophosphoprotein	1	0	0	0
Pom121	nuclear pore membrane protein 121	0	1	0	0
Ficd	FIC domain containing	0	1	0	0
Neb1	nebulin	0	1	0	0
Prr14l	proline rich 14-like	0	1	0	0
Vapb	vesicle-associated membrane protein, associated protein B and C	0	1	0	0
Slc8a1	solute carrier family 8 (sodium/calcium exchanger), member 1	1	0	0	0

Klhl18	kelch-like 18	0	1	0	0
Kcmf1	potassium channel modulatory factor 1	0	0	0	1
Pcdh9	protocadherin 9	0	1	0	0
Unc80	unc-80 homolog (C. elegans)	0	1	0	0
Dach1	dachshund 1 (Drosophila)	0	1	0	0
Klhl26	kelch-like 26	0	1	0	0
Nap113	nucleosome assembly protein 1-like 3	1	0	0	0
Dennd1b	DENN/MADD domain containing 1B	0	1	0	0
Rlim	ring finger protein, LIM domain interacting	0	1	0	0
Grm7	glutamate receptor, metabotropic 7	0	1	0	0
Setd3	SET domain containing 3	0	1	0	0
Chd6	chromodomain helicase DNA binding protein 6	0	1	0	0
Colq	collagen-like tail subunit (single strand of homotrimer) of asymmetric acetylcholinesterase	0	1	0	0
Sez6l	seizure related 6 homolog like	0	1	0	0
Krtap6-1	keratin associated protein 6-1	0	0	0	1
Arhgap35	Rho GTPase activating protein 35	0	1	0	0
Cryz11	crystallin, zeta (quinone reductase)-like 1	0	0	0	1
Zfp68	zinc finger protein 68	1	0	0	0
Kl	klotho	0	1	0	0
Fam133b	family with sequence similarity 133, member B	0	1	0	0
Egl2	egl-9 family hypoxia-inducible factor 2	0	1	0	0
Cds2	CDP-diacylglycerol synthase (phosphatidate cytidyltransferase) 2	0	1	0	0
Kcnc1	potassium voltage gated channel, Shaw-related subfamily, member 1	0	1	0	0
Eda	ectodysplasin-A	0	1	0	0
Zfp422	zinc finger protein 422	1	0	0	0
Atxn7l3	ataxin 7-like 3	0	1	0	0
Tpt1	tumor protein, translationally-controlled 1	0	1	0	0
Pwwp2b	PWWP domain containing 2B	0	1	0	0
Ap2a1	adaptor-related protein complex 2, alpha 1 subunit	0	1	0	0
Chst8	carbohydrate (N-acetylgalactosamine 4-0) sulfotransferase 8	0	1	0	0
Irak2	interleukin-1 receptor-associated kinase 2	0	1	0	0
Dcc	deleted in colorectal carcinoma	0	0	1	0
Fam78b	family with sequence similarity 78, member B	0	1	0	0
Slc9a6	solute carrier family 9 (sodium/hydrogen exchanger), member 6	0	1	0	0
Plekhh1	pleckstrin homology domain containing, family H (with MyTH4 domain) member 1	0	1	0	0
Kcnd2	potassium voltage-gated channel, Shal-related family, member 2	1	0	0	0
Slc4a4	solute carrier family 4 (anion exchanger), member 4	0	1	0	0
Clasrp	CLK4-associating serine/arginine rich protein	0	1	0	0
Nol4l	nucleolar protein 4-like	0	1	0	0
Kalrn	kalirin, RhoGEF kinase	0	1	0	0
Myt1l	myelin transcription factor 1-like	0	1	0	0
Btbd3	BTB (POZ) domain containing 3	1	0	0	0
Ctnnbp2nl	CTTNBP2 N-terminal like	1	0	0	0
Tgif2	TGFB-induced factor homeobox 2	0	1	0	0
Trank1	tetratricopeptide repeat and ankyrin repeat containing 1	0	1	0	0

Ncs1	neuronal calcium sensor 1	0	1	0	0
Bbs5	Bardet-Biedl syndrome 5 (human)	1	0	0	0
Scoc	short coiled-coil protein	0	1	0	0
Naa15	N(alpha)-acetyltransferase 15, NatA auxiliary subunit	0	1	0	0
Cyp26b1	cytochrome P450, family 26, subfamily b, polypeptide 1	0	0	1	0
Rnf217	ring finger protein 217	0	1	0	0
Lin28b	lin-28 homolog B (C. elegans)	1	0	0	0
Slc24a3	solute carrier family 24 (sodium/potassium/calcium exchanger), member 3	0	0	1	0
Nlgn1	neuroligin 1	0	1	0	0
Nr6a1	nuclear receptor subfamily 6, group A, member 1	1	0	0	0
Cnnm2	cyclin M2	1	0	0	0
Tank	TRAF family member-associated Nf-kappa B activator	1	0	0	0
Clasp1	CLIP associating protein 1	1	0	0	0
Tacc1	transforming, acidic coiled-coil containing protein 1	0	1	0	0
Nrxn3	neurexin III	0	1	0	0
Capn6	calpain 6	0	1	0	0
Nms	neuromedin S	1	0	0	0
Gm10220	predicted gene 10220	0	1	0	0
Sptbn2	spectrin beta, non-erythrocytic 2	0	1	0	0
Agtr2	angiotensin II receptor, type 2	1	0	0	0
Csde1	cold shock domain containing E1, RNA binding	0	1	0	0
Ddx3y	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	0	1	0	0
Zbtb10	zinc finger and BTB domain containing 10	0	1	0	0
Gprn1	G protein-regulated inducer of neurite outgrowth 1	0	0	0	1
Marcks	myristoylated alanine rich protein kinase C substrate	1	0	0	0
Ell	elongation factor RNA polymerase II	0	1	0	0
Cnd1	cyclin D1	0	0	1	0
Hs3st3b1	heparan sulfate (glucosamine) 3-O-sulfotransferase 3B1	0	1	0	0
Mkm3	makorin, ring finger protein, 3	1	0	0	0
Cenyl1	cyclin Y-like 1	1	0	0	0
Dnajc25	DnaJ (Hsp40) homolog, subfamily C, member 25	0	1	0	0
Tbpl1	TATA box binding protein-like 1	0	1	0	0
Tut1	terminal uridylyl transferase 1, U6 snRNA-specific	0	0	1	0
Sms	spermine synthase	0	1	0	0
Rybp	RING1 and YY1 binding protein	0	1	0	0
Fam46d	family with sequence similarity 46, member D	0	0	0	1
Gpr174	G protein-coupled receptor 174	0	1	0	0
Zfp449	zinc finger protein 449	0	1	0	0
Pappa2	pappalysin 2	0	1	0	0
Trim68	tripartite motif-containing 68	0	1	0	0
Exoc8	exocyst complex component 8	0	1	0	0
Tnfaip8l3	tumor necrosis factor, alpha-induced protein 8-like 3	0	1	0	0
Kif5a	kinesin family member 5A	0	1	0	0
Zcchc3	zinc finger, CCHC domain containing 3	0	1	0	0
Syndig1	synapse differentiation inducing 1	0	1	0	0
Pdzd8	PDZ domain containing 8	0	1	0	0
Atxn7l3b	ataxin 7-like 3B	0	1	0	0
Plxnc1	plexin C1	0	1	0	0
Arrdc3	arrestin domain containing 3	1	0	0	0
Ranbp6	RAN binding protein 6	0	0	0	1

Fam122a	family with sequence similarity 122, member A	0	0	1	0
Nynrin	NYN domain and retroviral integrase containing	0	1	0	0
Ept1	ethanolaminephosphotransferase 1 (CDP-ethanolamine-specific)	0	1	0	0
Ywhaq	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, theta polypeptide	0	1	0	0
Smardc2	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 2	0	1	0	0
Chd2	chromodomain helicase DNA binding protein 2	0	1	0	0
Hoxa3	homeobox A3	0	1	0	0
Seh1l	SEH1-like (S. cerevisiae	0	1	0	0
Plcx2	phosphatidylinositol-specific phospholipase C, X domain containing 2	0	1	0	0
Tmem170b	transmembrane protein 170B	1	0	0	0
Bcl2l2	BCL2-like 2	0	1	0	0
Slc5a3	solute carrier family 5 (inositol transporters), member 3	0	1	0	0
Lrrc32	leucine rich repeat containing 32	0	1	0	0
Krtap11-1	keratin associated protein 11-1	0	1	0	0
Cecr6	cat eye syndrome chromosome region, candidate 6	0	1	0	0

# Supplementary material for: Murine trophoblast-derived and pregnancy-associated exosome-enriched extracellular vesicle microRNAs: Implications for placenta driven effects on maternal physiology
**Source:** PLoS One. 2019 Feb 7;14(2):e0210675. doi: 10.1371/journal.pone.0210675
**Supplement:** S3 Table

Table S3. KEGG Pathways Predicted to be Targeted by X-Chromosome Cluster MicroRNAs

KEGG Pathway	Count	%	P-value
Pathways in cancer	38	4.49	2.44E-09
Melanoma	15	1.77	4.99E-07
Focal adhesion	24	2.84	2.64E-06
Wnt signaling pathway	20	2.36	5.21E-06
Axon guidance	18	2.13	1.31E-05
Prostate cancer	14	1.65	4.52E-05
Neurotrophin signaling pathway	16	1.89	1.68E-04
Non-small cell lung cancer	10	1.18	2.27E-04
Pancreatic cancer	11	1.30	4.78E-04
Cell cycle	15	1.77	4.83E-04
Colorectal cancer	12	1.42	5.19E-04
MAPK signaling pathway	23	2.72	7.06E-04
Chronic myeloid leukemia	11	1.30	7.41E-04
Glioma	10	1.18	8.35E-04
Renal cell carcinoma	10	1.18	0.001604307
Small cell lung cancer	11	1.30	0.001780412
Progesterone-mediated oocyte maturation	11	1.30	0.001780412
Endometrial cancer	8	0.95	0.004049041
Hedgehog signaling pathway	8	0.95	0.005013717
Oocyte meiosis	12	1.42	0.005523078
p53 signaling pathway	9	1.06	0.005524583
T cell receptor signaling pathway	12	1.42	0.006696641
Acute myeloid leukemia	8	0.95	0.0067723
ErbB signaling pathway	10	1.18	0.007080809
Long-term depression	9	1.06	0.00714702
Ubiquitin mediated proteolysis	13	1.54	0.00727529
mTOR signaling pathway	7	0.83	0.01897059
Insulin signaling pathway	12	1.42	0.020238377
TGF-beta signaling pathway	9	1.06	0.021088161
Bladder cancer	6	0.71	0.023937777
Thyroid cancer	5	0.59	0.026050405
VEGF signaling pathway	8	0.95	0.029858231
Adherens junction	8	0.95	0.029858231
B cell receptor signaling pathway	8	0.95	0.038047822
Tight junction	11	1.30	0.040569199

How the deposited data were processed for this re-analysis (not part of the article)

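RNA from ExoE-EVs was sequenced in 12 samples: TSC, SynT, NP serum and GD 14.5 serum, with 3 biological replicates each. The authors trimmed the reads with cutadapt and other tools, checked them with FastQC, mapped spike-in DNA with Bowtie2, merged and mapped the reads to mm10 (GRCm38) with Bowtie and counted them over annotated features with SAMtools and bedtools. Versions of these tools are not given in the sources used here. For each annotated feature the deposited tables hold the authors' mean of normalized reads per group, a signal that is the mean over 3 libraries of reads divided by a DESeq size factor that the authors computed. The deposited tables also hold the authors' log2 fold changes and adjusted p-values. The adjusted p-values of the table of NP and GD 14.5 equal those of TSC and SynT in all 723365 annotated features, so the authors' p-values were used for TSC and SynT only.

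A group mean of this kind is a sum of whole reads weighted by 3 steps, each the inverse of 3 times a size factor. The steps were found from the low values of each group and the whole reads of the 3 libraries were then solved for each value. A solution was accepted within 1.5 roundings of the last of 15 significant digits. Values for which chance combinations were expected more than 0.05 times were left open. This left 32 distinct values in TSC, 35 in SynT, 56 in NP and 53 in GD 14.5, among them the highest mature miRNAs, 11 loci over the 4 groups: let-7i-5p, miR-92a-3p, miR-30d-5p, miR-378a-3p, miR-122-5p, miR-148a-3p, miR-292-5p, miR-293-3p, miR-486-5p, miR-3107-5p and miR-532-5p. For those a group mean alone is given where the reads were not resolved. No value failed or had more than 1 solution, and of control values shifted by a fraction of a step 0 came out whole. Tested on simulated data, the recovery returned 0 values other than the simulated ones. The order of the recovered libraries within a group is by size factor and carries no replicate letter. The depth of a whole library is not known from these values; the reads of the resolved mature miRNAs are a part of it.

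Mature miRNAs were compared between TSC and SynT and between NP and GD 14.5, each in a fit of its own 6 libraries, with limma-voom (limma 3.58.1 in R 4.3.3) on the recovered reads. The scale was the authors' size factors. A miRNA locus was tested with reads equal to at least 10 at the median depth in 3 libraries and at least 15 reads over the 6 libraries, which left 287 loci of 226 miRNAs in TSC and SynT and 141 loci of 122 miRNAs in NP and GD 14.5. Benjamini-Hochberg adjustment at 0.05 was made over the loci tested. The design written before the data were examined named a count test with TMM factors over the miRNAs, a limma test for values that are not counts, and no test for group means. The limma-voom test with the authors' size factors was chosen after the data were examined. TMM factors over the miRNAs, with 30% of M values and 5% of A values trimmed, were kept as an alternative. The other alternatives were limma on the log2 of normalized reads with a pseudocount of 1, median-of-ratios factors, library totals, TMM factors over all annotated features, no filter, loci of a mature miRNA collapsed, a fit over all 4 groups, a fit over all annotated features, and each library left out. On simulated reads with the same means the test called 90.1% of 4-fold and 99.8% of 8-fold changes among miRNAs of TSC and SynT and 2.69% of unchanged ones, in 323 tested loci on average. For NP and GD 14.5 it called 76.1%, 97.3% and 2.87%, in 153 tested loci. Over all RNA types it called 86.5% of 4-fold changes in TSC and SynT and 47.5% in NP and GD 14.5. Within a comparison the simulation gave every locus the same spread, drew rises and falls with equal chance and used the true size factors. Its shares therefore do not cover loci of unlike spread or an uncertain scale.

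Lists of miRNAs, 15 in all, of genomic clusters, families, imprinted loci and miRNAs typical of a tissue or blood cell, were written before the data were examined. Those with at least 3 tested loci were compared with the other loci by camera with a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Reads of a list were also summed per library and compared with an exact two-sided permutation test, whose smallest p is 0.1 for 3 against 3. The other RNA types were tested by the same limma-voom fit, with copies of the same reads in all 6 libraries kept once, 31752 annotated features in TSC and SynT and 4783 in NP and GD 14.5. Shares of RNA classes and ranks of miRNAs were taken from the authors' means. A miRNA was taken as detected only in GD 14.5 when it had at least 1 read in these libraries and 0 in NP; a floor of 3 reads over a group, 1.82 normalized reads in NP and 2.65 in GD 14.5, was used for folds against 0, taken of reads over the summed size factors of a group. Positions and genes were taken from the annotation of GRCm38.

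The miRNAs named in the text were chosen by a rule written before the data were examined, with the paper's tables already seen: those the paper's results name, those of its tables, the 10 largest rises and 10 largest falls past the test whose groups do not overlap, the 10 most abundant of each group, and members of the lists. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9.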

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

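The results from the vault RNA to the chromosome 12 cluster were flagged as a signal in data not analysed in the paper, which gives these RNA types as class totals and names miRNAs of that cluster in sera; 3 patterns weighed after them were not flagged by a rule. The tests here were chosen after the results were seen, except the camera comparison of the chromosome 12 list and, set before their own values but after the reads per library had been looked at, the tests of a further differentiated culture, of trophoblast origin, and of absence by chance without thinning or a minimum mean. Whether a change is called depends on the scale, and for classes and lists the counts with TMM factors over the miRNAs are given beside those with the authors' size factors.

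The vault RNA Vaultrc5, the RNA of the cytoplasmic vault particle, rose in SynT by a log2 fold change of 5.20 (standard error 0.39, adjusted p = 6.8e-05 from limma-voom). Its 3 TSC libraries held 37.3, 36.2 and 47.7 normalized reads and its SynT libraries 805, 2036 and 2069. C/D box snoRNAs, which guide methylation of rRNA in the nucleolus, went the other way: 66 of 77 fell and none rose, with a median log2 fold change of -3.71, and 41 fell and 1 rose with TMM factors over the miRNAs. Their summed normalized reads were 8626, 11531 and 9244 in TSC and 1578, 1906 and 1940 in SynT (exact two-sided permutation test, p = 0.1). Among tRNAs 86 of 182 fell and 7 rose, against 31 and 11 with TMM factors over the miRNAs.

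Copies of IAPEz-int, the internal part of an endogenous retrovirus, rose in SynT in 2820 of 3712 tested cases, with a median log2 fold change of 2.22. Copies share reads, so they are not independent. Summed over copies, normalized reads were 68824, 106857 and 99755 in TSC and 157810, 406611 and 387435 in SynT, 3.46-fold higher (exact two-sided permutation test, p = 0.1). The LTR IAPLTR1_Mm rose in 0 of 490 tested copies, with a median log2 fold change of -0.43. With TMM factors over the miRNAs, 5440 of the LTR elements of all families rose, against 3176 with the authors' size factors.

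Of the chromosome 12 Dlk1-Dio3 cluster, 15 of 18 tested miRNAs fell in SynT and none rose (17 fell when adjusted over the list alone; camera, adjusted p = 0.0304, and 0.235 with an estimated correlation). With TMM factors over the miRNAs 2 of 16 fell, the median log2 fold change was -0.59 in place of -1.81, and the list did not pass camera (adjusted p = 0.200). The summed normalized reads were 658, 664 and 604 in TSC and 226, 233 and 251 in SynT (exact two-sided permutation test, p = 0.1).

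More miRNAs fell than rose between TSC and SynT. Scaling to all RNA types stayed open as a candidate cause: 13.6% of the calls were rises with the authors' size factors and 61.1% with TMM factors over the miRNAs, but these centre the changes of miRNAs, so that share decides nothing, and TMM factors over all annotated features, which do not, gave 39.3%. A lower miRNA content of SynT vesicles may also be the cause: normalized reads of resolved miRNAs were 0.549-fold those of TSC, but the groups overlapped (exact two-sided permutation test, p = 0.3). The 2 cannot be told apart, since no value here puts vesicles of the groups on an absolute scale.

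In the TSC library of size factor 3.05 the mir-290 to mir-295 cluster was low, as summed over its resolved loci. SynT RNA as the whole cause was argued against: to lower that cluster so far its share would need to be 88.3%, which would bring the mir-322 cluster to 3498 normalized reads, and its sum was 181 (76.2%, 10478 and 488 with TMM factors over the miRNAs). The order of the sums turned on the scale, 181 against 289 and 302 in the other TSC libraries with the authors' size factors, and 488 against 324 and 459 with TMM factors over the miRNAs. A scaling of that library remained open, since with TMM factors over the miRNAs the median log2 ratio of the cluster to the other TSC libraries was -0.58, with quartiles of -2.77 and -0.51. A culture further along in differentiation also remained open as a possible explanation: on the same scale miRNAs that rose in SynT had a median log2 ratio of 0.30 and those that fell -0.21.

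For miRNAs with reads in GD 14.5 alone, absence by chance at low read numbers stayed open as a possible explanation: of 20 ways of taking 3 of the 6 sera, 3 had as many, with 145 in GD 14.5 and 151 in the highest other. With each library thinned to 24762 miRNA reads 1 of the 20 had as many, by loci or by name, with 112 names in GD 14.5 and 93.5 in the highest other, while loci seen in NP alone went from 111 to 72; this leaves chance open there. At or above the lowest mean of Table 4, GD 14.5 had 17 and the highest other way 13; 1 of the 20 had as many, and chance stayed open at that level too. Fewer miRNA reads in NP as the cause was argued against by the resolved reads, which were 1.65-fold higher in NP than in GD 14.5. Trophoblast origin, extended here from the placental origin that the paper raises for the 15 miRNAs of Table 4, also stayed open: 78 of 107 had reads in a TSC or SynT library, against 76 of 111 miRNAs seen in NP alone (Fisher's exact test, p = 0.552).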

How the results depend on the processing

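The limma-voom test with the authors' size factors, every copy kept, identical values counted once, and the lowest mean of Table 4 as a minimum were chosen after the data were seen. TMM factors over the miRNAs, those over all annotated features for the other RNA types, and limma without weights are parts of the design written before, but were made alternatives after; the others were set before.

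Between TSC and SynT the count of changed miRNAs, 125, stayed within 1.5 times under every alternative except leaving out a library, from 104 (68 up, 36 down) with median-of-ratios factors to 153 (56 up, 97 down) with library totals. The direction of the calls moved: 13.6% were rises with the authors' size factors, 61.1% with TMM factors over the miRNAs, 65.4% with median-of-ratios factors, 36.6% with library totals and 39.3% with TMM factors over all annotated features, which shifted the median log2 fold change by 1.11, 1.17, 0.77 and 0.58. Leave-one-out counts ran from 66 without the TSC library of size factor 1.30 to 178 without that of 3.05, with 78 without that of 1.46. Of 602 values of 42 named loci under the alternatives, 542 kept direction and side of the threshold, 15 lost the call, 40 gained it and 5 reversed. The reversed ones were mmu-miR-744-5p, at 0.97 with TMM factors over the miRNAs and 1.02 with median-of-ratios factors, and mmu-miR-30a-5p, at 0.96, 1.02 and, with library totals, 0.61. That the factors differ in scale by construction accounts for the shift; no other cause was tested.

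Of the 4 lists called there, none was left with an estimated correlation (0) and fry called 11, since fry does not compare a list with other miRNAs; the other settings gave 3 to 5. For the other RNA types the 5215 calls became 10614 with TMM factors over the miRNAs, and leave-one-out ran from 2869 without the TSC library of size factor 1.46 to 7000 without that of 3.05, with 3392 without the TSC library of 1.30, 2955 without the SynT library of 3.17 and 3431 without that of 3.07; the cause was not tested.

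Between NP and GD 14.5 the 7 calls became 3 with limma without weights, 4 each with TMM and with median-of-ratios factors over the miRNAs, 2 with TMM factors over all annotated features, 4 in a fit over all 4 groups and 0 with all annotated features in one fit. Leave-one-out counts ran from 0 (without the NP library of size factor 0.97 or the GD 14.5 library of 0.36) to 8 (without the NP library of 0.30), with 4 without the NP library of 0.37 and 1 without the GD 14.5 library of 0.54 or of 0.23; fewer libraries were tested, and no other cause was. Of 126 values of 9 named loci, 92 kept their side, 29 lost the call, 5 gained it and none reversed. The 1 list called became 0 with an estimated correlation, 0 with fry, 0 with loci collapsed and, with TMM factors over the miRNAs, 2 others, the mir-322 cluster upward (0.00018) and the let-7 family downward (0.0339), and leave-one-out gave 0 (without the NP library of 0.37) to 2 (without that of 0.97 or the GD 14.5 library of 0.36). Other RNA types gave 0 calls by limma-voom, with 405 of 4783 at an unadjusted p under 0.05, and from 0 to 71 with a library left out, 71 without the NP library of 0.37.

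The 145 loci seen in GD 14.5 alone became 18 with at least 3 reads, 25 with reads in 2 libraries and 17 at the lowest mean of Table 4, since most rest on 1 read; thinning the libraries to 24762 reads moved it by less than 1.5 times but lowered the NP-only count from 111 to 72, and leave-one-out gave 95 (without the GD 14.5 library of 0.36) to 167 (without the NP library of 0.30). The miRNA share in TSC, SynT, NP and GD 14.5 was 10.6%, 4.13%, 2.81% and 1.65% without rRNA, 11.3%, 4.25%, 8.77% and 5.17% without tRNA and rRNA, and 11.6%, 4.70%, 2.82% and 1.59% with identical values counted once, all by a smaller denominator. The rank of mmu-miR-30d-5p in SynT stayed at 3 with loci collapsed.

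No paired analysis was possible because nothing used here says which libraries make a pair, although by the methods each NP female was collected with a pregnant one; the tests and splits of sera ignore that pairing. Count tests other than limma-voom, tests and leave-one-out of class shares, and ranks by median, by TMM values or with a library left out were not run.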

Differences from the paper's values

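Of the miRNAs of Table 1, the paper reports 4 as significant between TSC and SynT, and limma-voom on the recovered reads called 16. Both counts use an adjusted p of 0.05, but the adjustment here was over the 287 mature loci tested. The authors' adjusted p-values, from DESeq, stand in a table of 723365 annotated features of all RNA types, 21 of them under 0.05. The paper does not state the set they were adjusted over. With all annotated features in one fit, limma-voom called 15. None of the alternatives set before the data were examined reached the paper's number; they gave 10 to 20. The 4 miRNAs the paper names were among the called ones, and the authors' deposited table has 4 mature miRNAs past 0.05.

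Between NP and GD 14.5 the paper reports no significant miRNA (0), and limma-voom called 7 loci, with adjustment over the 141 mature loci tested. Of the alternatives set before the data were examined, the fit of all annotated features, leaving out the NP library of size factor 0.97 and leaving out the GD 14.5 library of size factor 0.36 gave 0, and the others gave 1 to 10. The adjusted p-values printed in Table 3 for 23 miRNAs equal those of TSC and SynT in the authors' deposited table, so they give no test of NP against GD 14.5.

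The paper reports 15 miRNAs detected only in GD 14.5, and 145 loci of 107 miRNAs had reads there and 0 in NP. Asking for at least 3 reads, set before the data were examined, gave 18, within 1.5 times the paper's number; the other alternatives set before gave 25 to 167. The lowest mean of Table 4 as a minimum, chosen after the values were seen, gave 17 loci and dropped none of the paper's 15.

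The paper's qRT-PCR found no significant difference in mmu-miR-292-3p between TSC and SynT. In the sequenced libraries its log2 fold change was -4.25, or -3.10 with TMM factors over the miRNAs, beside the -4.70 of Table 1. The qRT-PCR used independent cultures (n = 5), so samples were unlike, and values relative to mmu-miR-744-5p. In the sequenced libraries that reference does not account for the gap. The log2 fold change of mmu-miR-744-5p, SynT over TSC, was -0.21 by the authors' means and 0.97 with TMM factors over the miRNAs. On either scale the fall of mmu-miR-292-3p stays when taken relative to it. The paper places the pregnancy value of mmu-miR-450a-5p in Table 3, which does not list it; the ratio of the authors' means was 2.03 on the log2 scale. Every mean printed in Tables 1 to 4 equals the deposited one at the digits printed.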

Other observations

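The tests in this part were chosen after the results were seen, except that of the risen miRNAs in sera and the comparisons of the fixed lists.

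Splits of the 6 libraries of TSC and SynT into 3 and 3 number 10, too few for a share under 0.05. The real split, counted as 1 of the 10, gave 125 miRNAs and the highest other 0, and for other RNA types 5215 and 0. Every other split mixes both groups, so a group difference enters its residual spread and lowers its calls. The size of the gap, here and in the sera below, therefore adds nothing to the rank of 1 in 10. For the lists the real split gave 4 and the highest other 5, and 6 of 10 gave as many. Between NP and GD 14.5 the real split gave 7 miRNAs and the highest other 2, 1 list against 3, and 0 other RNA features against 4, and for the lists and the other RNA types all 10 gave as many. These splits ignore that NP and GD 14.5 females were collected in pairs.

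A hypothesis was that miRNAs that rise with syncytial differentiation would be higher in GD 14.5 sera as a set. Of 16 such miRNAs 6 had enough reads in sera: mmu-miR-542-3p, mmu-miR-322-3p, mmu-miR-1981-5p, mmu-miR-378b, mmu-miR-378c and mmu-miR-378d. Their median log2 fold change was -0.48, and a share of 0.906 of 10000 random sets of as many miRNAs had one as high. Mmu-miR-378b, mmu-miR-378c and mmu-miR-378d, at -0.41, -0.65 and -0.55, are near-identical in sequence and may share reads. The median and the share count each of them, so they do not rest on 6 independent miRNAs. The rule set beforehand took a median below 0 as excluding the hypothesis; it was changed after the value was seen, since members went both ways, 2 of 6 upward, with quartiles of -0.63 and 1.83, and the hypothesis stayed open. The 2 that rose were the X chromosome miRNAs, and without them the median was -0.60.

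Of the lists of 3 or more tested miRNAs not given elsewhere, none passed camera. Between TSC and SynT, 10 of 14 of the let-7 family fell (adjusted p = 0.0926), 6 of 11 of the mir-17 to mir-92 clusters (0.262), 1 of 58 of the Sfmbt2 families (0.325), 2 of 6 of the mir-30 family (0.460), 3 of 6 of the other imprinted loci with 1 risen (0.834), 2 of 5 erythroid miRNAs (0.885), 3 of 3 leukocyte and platelet miRNAs (0.375) and 2 of 3 muscle miRNAs (0.642). With TMM factors over the miRNAs 13 of 57 of the Sfmbt2 families rose and 1 fell, 2 of 6 of the other imprinted loci rose and 3 fell, 1 of 4 of the mir-30 family rose, 4 of 14 of the let-7 family, 2 of 8 of the mir-17 to mir-92 clusters and 2 of 3 muscle miRNAs fell, and no call was left among 4 erythroid and 3 leukocyte and platelet miRNAs. The liver, mir-200 and mir-183 lists had 2 tested miRNAs each, of which 1, 2 and 0 fell; with TMM factors over the miRNAs 1 of 2, 0 of 3 and 1 of 2 rose, and 2 of the mir-200 family fell. Between NP and GD 14.5 no member of the let-7 family (adjusted p = 0.0505, and 0.0339, downward, with TMM factors over the miRNAs), the mir-17 to mir-92 clusters (0.818), the mir-30 family (0.590), the mir-378 family (0.214), or the liver (0.214), erythroid (0.590) or leukocyte and platelet (0.214) miRNAs changed, and 1 of 3 of the chromosome 12 cluster rose (0.545).

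In sera, reads of the LTR IAPLTR1_Mm summed to 30.9, 0 and 6.63 normalized reads in NP and 850, 85.9 and 473 in GD 14.5 (exact two-sided permutation test, p = 0.1), chosen after the values were seen. IAPLTR1a_Mm gave 0, 0 and 3.31 in NP and 307, 27.7 and 107 in GD 14.5. Mmu-miR-122-5p had authors' means of 81501 in NP and 15290 in GD 14.5.

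Transcripts antisense to Fsip1 rose in SynT by a log2 fold change of 4.74, with 23, 16 and 13 reads in TSC and 785, 947 and 786 in SynT. The means of the transcript C430049B03Rik, 196 in TSC and 3438 in SynT, were close to the sum over the 3 precursors within it, 194 and 3437, so nearly all of its reads were theirs.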
